# The leak channel NALCN controls tonic firing and glycolytic sensitivity of substantia nigra pars reticulata neurons

**DOI:** 10.7554/eLife.15271

**Published:** 2016-05-13

**Authors:** Andrew Lutas, Carolina Lahmann, Magali Soumillon, Gary Yellen

**Keywords:** spontaneous firing, basal ganglia, leak current, metabolism and excitability, Mouse

## Abstract

Certain neuron types fire spontaneously at high rates, an ability that is crucial for their function in brain circuits. The spontaneously active GABAergic neurons of the substantia nigra pars reticulata (SNr), a major output of the basal ganglia, provide tonic inhibition of downstream brain areas. A depolarizing 'leak' current supports this firing pattern, but its molecular basis remains poorly understood. To understand how SNr neurons maintain tonic activity, we used single-cell RNA sequencing to determine the transcriptome of individual mouse SNr neurons. We discovered that SNr neurons express the sodium leak channel, NALCN, and that SNr neurons lacking NALCN have impaired spontaneous firing. In addition, NALCN is involved in the modulation of excitability by changes in glycolysis and by activation of muscarinic acetylcholine receptors. Our findings suggest that disruption of NALCN could impair the basal ganglia circuit, which may underlie the severe motor deficits in humans carrying mutations in NALCN.

**DOI:** http://dx.doi.org/10.7554/eLife.15271.001

## eLife digest

Some neurons in the brain produce electrical signals (or “fire”) spontaneously, without receiving any other signals from the senses or from other neurons. This spontaneous activity has a number of important roles. For example, in a part of the brain known as the substantia nigra pars reticulata (SNr), spontaneously active neurons frequently produce electrical signals that reduce electrical activity in other brain areas.

A current of positively charged ions constantly flows into the spontaneously active SNr neurons and enables them to fire constantly. Ions enter neurons through proteins called ion channels that are embedded in the surface of the neuron. Like all proteins, ion channels are made by “transcribing” genes to form molecules of RNA that are then “translated” to produce the basic sequence of the protein.

Lutas et al. have now used single-cell RNA sequencing to study SNr neurons from mice and investigate which ion channel the positive ion current flows through. The RNA sequences revealed that the neurons have the gene for an ion channel known as NALCN. Recordings of the firing rate of neurons in slices of mouse brain showed that SNr neurons without this channel did not fire as often as SNr neurons with the channel. In addition, neurotransmitters (chemicals that alter the ability of neurons to fire) and changes in cell metabolism had less of an effect on the firing rate of SNr neurons that lacked the NALCN channel than they do on normal neurons.

These findings may help explain why people with mutations in the NALCN gene have movement disorders, as the substantia nigra pars reticulata plays an important role in orchestrating complex movements. Future work is now needed to understand how a change in NALCN activity affects the other brain areas that SNr neurons connect to.

**DOI:** http://dx.doi.org/10.7554/eLife.15271.002

## Introduction

Some neurons are capable of continuously firing action potentials in the complete absence of synaptic input (Häusser et al., 2004). This spontaneous activity is established by the intrinsic membrane properties that set the neuronal membrane potential and support repeated firing of action potentials (Bean, 2007). Electrophysiological studies of spontaneously active neurons have frequently reported the presence of a tonic current that maintains these neurons at a more depolarized membrane potential and likely allows them to continuously fire action potentials (Atherton and Bevan, 2005; Raman et al., 2000; Jackson et al., 2004; Taddese and Bean, 2002; Khaliq and Bean, 2010). This current, often referred to as a 'leak' or 'background' current, has characteristics of a nonselective cation current – it is sodium-dependent and has a reversal potential close to 0 mV. However, the molecular identity of the channel(s) that carry this leak current in many spontaneously firing neurons remains an open question.

In the substantia nigra pars reticulata (SNr), GABAergic neurons fire spontaneously at relatively high firing rates, typically 30 spikes per second (Sanderson et al., 1986; Gulley et al., 1999; Maurice et al., 2003; Deransart et al., 2003). This spontaneous firing is necessary for the tonic inhibition of downstream targets of the SNr and thus critical for the function of the basal ganglia (Chevalier and Deniau, 1990; Hikosaka, 2007). SNr neurons have a leak current (a sodium-dependent tonic current) that maintains their membrane potential sufficiently depolarized to allow for spontaneous triggering of action potentials in the absence of any synaptic input (Atherton and Bevan, 2005; Zhou and Lee, 2011). It has been suggested that a member of the Transient Receptor Potential (TRP) channel family, TRPC3, is the basis for the tonic depolarizing current in SNr neurons (Zhou et al., 2008). However, we previously found that the spontaneous firing of SNr neurons was unaffected by genetic deletion of TRPC3, arguing against this possibility (Lutas et al., 2014). We also previously reported that the tonic depolarizing current in SNr neurons is decreased in response to metabolic inhibition, resulting in slowed firing (Lutas et al., 2014). Here we report our efforts to identify the nonselective cation channel (NSCC) that supports the spontaneous firing of SNr neurons and determine the molecular identity of the glycolysis-sensitive NSCC.

We used single-cell RNA sequencing to determine the gene expression profile of SNr neurons and, specifically, the relative expression levels of NSCCs. We found that the sodium leak channel, NALCN (Lu et al., 2007), was the highest expressed NSCC in SNr neurons. Electrophysiological experiments using pharmacological inhibitors supported a critical function of NALCN in maintaining firing, and conditional knockout of NALCN in SNr neurons impaired firing, confirming its importance. In addition, we found that the loss of NALCN significantly impaired modulation of SNr firing by glycolytic inhibition and by muscarinic metabotropic receptor activation, indicating that NALCN was involved in the regulation of SNr neuron excitability. Recent studies have reported that NALCN is expressed by other neurons in the brain (Lu et al., 2007; Flourakis et al., 2015; Goldberg et al., 2012), indicating that our findings in the SNr may be more broadly applicable. Furthermore, our results identify key cellular responses that are impaired in the absence of NALCN, and may have therapeutic value as human mutations in NALCN lead to severe motor and cognitive deficits (Chong et al., 2015; Aoyagi et al., 2015; Al-Sayed et al., 2013; Köroğlu et al., 2013; Fukai et al., 2016).

## Results

### A NSCC is responsible for the spontaneous firing of SNr neurons

A tetrodotoxin-insensitive, tonic depolarizing current is necessary for spontaneous firing of SNr neurons, and this current has been attributed to constitutive activity of a NSCC (Atherton and Bevan, 2005; Zhou et al., 2008). We previously found that inhibition of glycolysis in SNr neurons leads to a decrease in a tonic, depolarizing current and slows SNr firing (Lutas et al., 2014). We thus sought to identify the ion channel that carries this glycolysis-dependent tonic depolarizing current in SNr neurons. We initially used pharmacological tools that nonspecifically block multiple types of NSCCs. Flufenamic acid (FFA; 100 μM), a commonly used NSCC blocker, rapidly decreased SNr firing (Figure 1A,B). The effect of FFA on SNr firing was dose dependent, and at higher concentrations, FFA could even silence SNr firing (K_d_ = 4.7 × 10^–5^10-5 M; Figure 1C). Similarly, 2-aminoethoxydiphenylborane (2-APB; 100 μM), which also blocks multiple NSCCs including many TRP channels (Lievremont et al., 2005; Chen et al., 2012), decreased SNr firing (Figure 1D,E). The effect of 2-APB on SNr firing was also dose dependent and capable of silencing firing at sufficiently high concentrations (K_d_ = 2.6 × 10^–5^ M; Figure 1F). These results are consistent with earlier studies and support an important role of NSCCs in maintaining the spontaneous firing of SNr neurons (Zhou and Lee, 2011).

**Figure 1.**
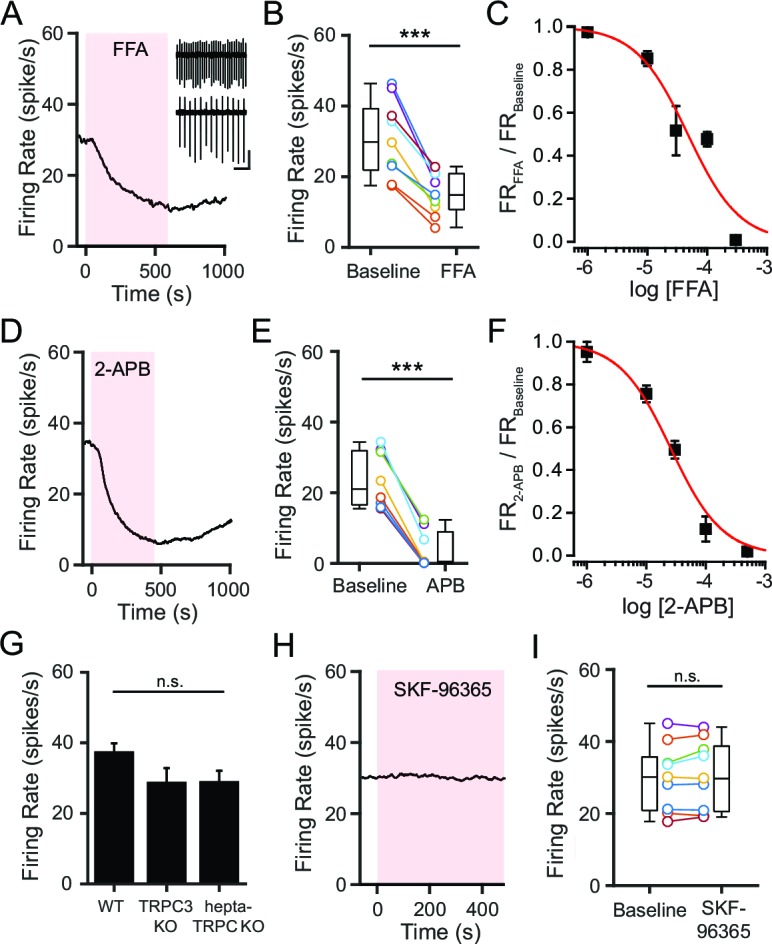
NSCCs other than TRPC channels maintain the spontaneous firing of SNr neurons. (**A**,**D**) Representative time course of SNr neuron firing rate with application of NSCC blocker flufenamic acid (FFA; 100 μM) (**A**) and 2-aminoethoxydiphenylborane (2-APB; 100 μM) (**D**). Inset in panel **a** shows 1 s recordings before and after FFA. Scale bar: 100 pA, 200 ms. (**B**,**E**) Scatter plot of mean firing rate of SNr neurons before and after FFA application (30.7 ± 3.7 versus 15.2 ± 2.0 spikes/s; paired t-test; p = 0.00013; *n* = 9) (**B**) and before and after 2-APB (23.6 ± 2.8 versus 3.9 ± 1.9 spikes/s; paired t-test; p<0.0001; *n* = 8) (**E**). Box plots indicate the population median, interquartile range, and maximum and minimum values. (**C**,**F**) Dose response of FFA (**C**) and 2-APB (**F**) on firing rate. Data are fit with a Hill function (red line). (**G**) Mean basal firing rate of SNr neurons from wild-type mice (WT; 37.3 ± 2.7; *n* = 20), mice lacking TRPC3 (TRPC3 KO; 28.6 ± 4.3; *n* = 10) and mice lacking all seven TRPC channels (hepta-TRPC KO; 28.7 ± 3.4; *n* = 7). Error bars indicate s.e.m. ^n.s.^p>0.05; one-way ANOVA. (**H**) Representative time course of SNr firing rate with application of TRPC channel blocker SKF-96365 (100 μM). (**I**) Mean firing rate of SNr neurons before and after SKF-96365 application (30.0 ± 3.1 versus 30.7 ± 3.2 spikes/s; paired t-test; *p* = 0.19; *n* = 9), and box plot summary of the population statistics before and after SKF-96365. For panels B, E, I: ^n.s.^p>0.05; ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.15271.003

Based on previous work, TRPC3 has been proposed as the molecular basis of the tonic depolarizing current in SNr neurons. Zhou and coworkers reported that SNr neurons express TRPC3 but no other TRP channels, and that the constitutive activity of TRPC3 is necessary for the spontaneous firing of SNr neurons (Zhou et al., 2008). Surprisingly, however, we previously found that SNr neurons from mice lacking TRPC3 continue to fire spontaneously at high rates that were not significantly different from wild-type (WT) SNr neurons (data from Lutas et al., 2014; Figure 1G). Furthermore, the firing rate of SNr neurons lacking all seven TRPC members (TRPC1-7) was not significantly attenuated either, arguing against compensation by other TRPC channels in the TRPC3 knockout animals (data from Lutas et al., 2014; Figure 1G). Consistent with this, an inhibitor of TRPC channels, SKF-96365 (100 μM), did not decrease the firing rate of SNr neurons (Figure 1H,I). Taken together, these results indicate that TRPC channels are not required to maintain the spontaneous firing of SNr neurons and are unlikely to provide the basis for the tonic depolarizing current.

### RNA sequencing of individual SNr neurons

To clarify which NSSC are expressed by SNr neurons, we chose an unbiased approach that took advantage of advances in RNA sequencing (RNA-seq) technology to obtain whole transcriptome gene expression data from individual SNr neurons. This method required the isolation of GABAergic neurons that reside within the SNr from other cell types, especially the neighboring dopaminergic neurons. While currently there is no selective marker for SNr neurons, we could effectively isolate SNr neurons by a combination of anatomical localization and fluorescent marking of GABAergic neurons. We made acute coronal brain slices containing the SNr from brains of GAD1-EGFP transgenic mice, in which all GABAergic neurons are fluorescently labeled (Figure 2A). Then, we dissected out the SNr regions from brain slices, dissociated this tissue to isolate individual cells, and manually collected GFP-positive neurons with a micromanipulator while observing the cells in a fluorescent microscope (Figure 2B). We collected 87 GFP-positive SNr neurons, thus isolating GABAergic SNr neurons from neighboring dopaminergic neurons of the substantia nigra pars compacta and also separating them from dopamine neurons located within the SNr. 

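Single-cell sequencing values of 72 GFP-positive cells were analysed, from mice at postnatal day 14 (9 cells), day 15 (23 cells), day 16 (29 cells) and day 20 (11 cells). A further 8 cells were GFP-negative, 3 from day 14, 2 from day 15 and 3 from day 16. The authors aligned paired reads of 25 bases with Tophat 2.0.10 to the mouse genome GRCm38, quantified 22815 genes with the Cufflinks suite 2.2.1 and deposited 1 FPKM value per gene and cell. For the values given here, each FPKM was divided by the sum of its cell and multiplied by 1000000 to give TPM, and expression is the log2 of TPM + 1. A gene was counted as detected in a cell above a TPM of 1. The files name genes by symbol, and identifiers and GRCm38 positions were taken from the GENCODE M21 annotation. The sample labels give the age of each cell but not its animal, so each condition was treated as 1 sample and no test was made across cells. Errors given as SD are the spread from cell to cell, and the values of the 4 ages, which come from different animals, are the only comparison between animals. That comparison does not separate age from animal. Shares of cells are given with exact (Clopper-Pearson) 95% intervals, which cover counting error only.
The depth of each cell was estimated from the spacing of its lowest FPKM values. In 1083 protein-coding genes with 1 annotated transcript longer than 2500 bases, FPKM times transcript length (less 200 bases, an assumed fragment length) clustered at multiples of a fixed step in each cell. If the lowest step is 1 fragment and the FPKM were scaled to each cell's own total, the GFP-positive cells held between 127461 and 6269971 fragments, with a median of 1727595. At these depths, a TPM of 1 for a 2 kb transcript stands for between 0.142 and 30.6 fragments, with a median of 1.46. In cells where it is under 1 fragment, a single fragment was enough for detection, and in the others a transcript at this level needed several.

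**Figure D1:**
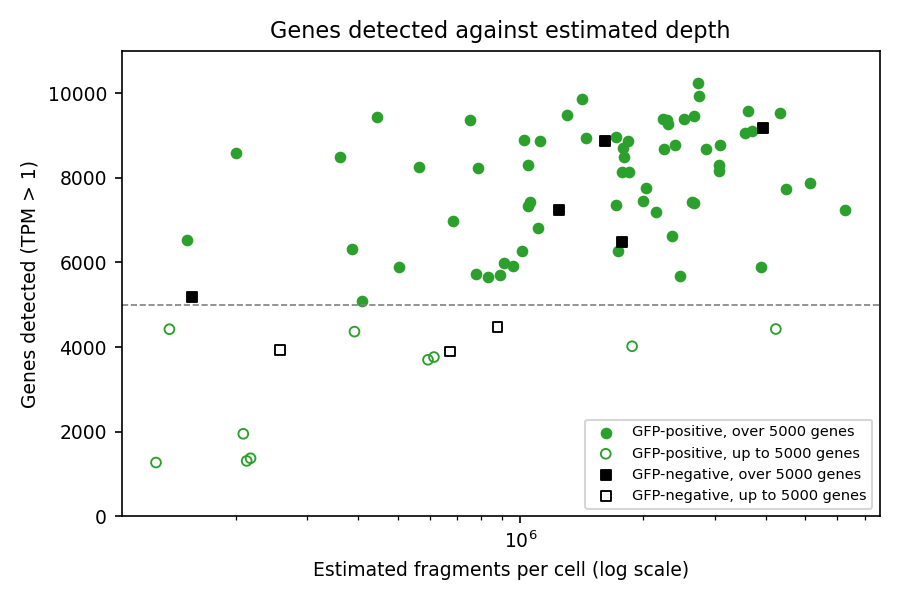
Genes detected at TPM > 1 (vertical axis) against the estimated number of fragments (horizontal axis, log scale) in each of the 80 cells. Filled symbols are cells with more than 5000 genes, open symbols are the others, and the dashed line marks 5000 genes. Among the 72 GFP-positive cells the number of genes rose with depth with a Spearman rho of 0.453.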

To improve our ability to detect ion channel genes, which have comparatively low expression levels, we employed the SMART-seq2 method for preparing samples for RNA sequencing, which allows for reads to be made across the full sequence of gene transcripts (Picelli et al., 2014).

**Figure 2.**
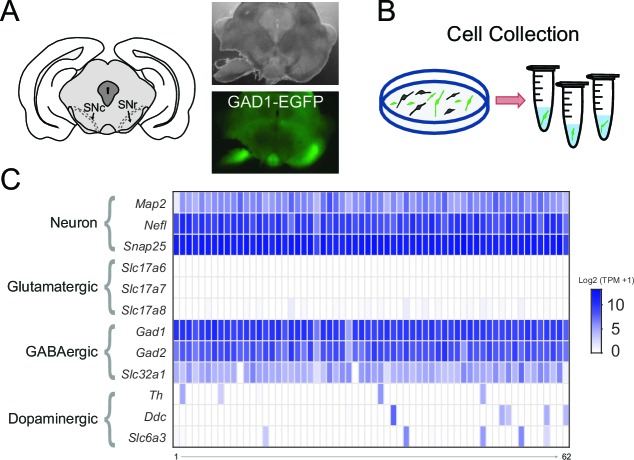
Transcriptome sequencing of individual SNr GABAergic neurons. (**A**) (*left*) Drawing depicting a coronal section of the mouse brain containing the substantia nigra pars compacta (SNc) and SNr. Bright field (*right top*) and green fluorescent (*right bottom*) images of a coronal brain section from a GAD1-EGFP mouse with the substantia nigra region of one hemisphere partially microdissected. (**B**) Scheme for the plating and collecting of individual GFP-positive neurons. (**C**) Gene expression results for the 62 samples that were of high quality. The rows indicate gene expression results for neuron specific marker genes (*Map2, Nefl, Snap25*) and marker genes for neuronal subtypes: glutamatergic (*Slc17a6, Slc17a7, Slc17a8*), GABAergic (*Gad1, Gad2, Slc32a1*), and dopaminergic (*Th, Ddc, Slc6a3*). Expression is indicated by the log2 transform of the number of transcripts per million (TPM) plus 1. **DOI:** http://dx.doi.org/10.7554/eLife.15271.004

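Across all 72 GFP-positive cells, 7275 ± 2165 genes (mean ± SD) were detected per cell at TPM > 1. The 62 cells with more than 5000 genes had a mean of 7955 genes, an SD of 1335 and a range of 5094 to 10236. The 10 cells left out by this criterion, which the paper states, were GFP-positive cells 18 (1271 genes), 26 (4421), 38 (4364), 56 (1310), 57 (1372), 63 (4426), 83 (4018), 84 (1950), 90 (3763) and 96 (3699). By age, the 62 cells had means of 8627 genes at day 14 (9 cells), 7939 at day 15 (20 cells), 7883 at day 16 (24 cells) and 7511 at day 20 (9 cells). The estimated depth of the 62 cells was between 151538 and 6269971 fragments, and its Spearman rho with the number of genes was 0.326. Of the other thresholds tried, TPM > 5 moved the mean over the 62 cells most, to 6684 genes. In 6 GFP-positive cells, 1 short noncoding RNA gene held more than 25% of the summed FPKM, which lowers the TPM of every other gene of that cell. With such genes left out, a choice made after the values were seen, cells 26 and 63 also passed 5000 genes, with 7276 and 5005.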

To ensure high-quality data, we focused our analysis on samples that had greater than 5000 genes detected (7955 ± 170; *n* = 62). We first confirmed the selectivity of our SNr neuron RNA sequencing by examining cell-type marker genes (Figure 2C). GFP-positive cells expressed general neuronal markers *Map2, Nefl*, and *Snap25*. 

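Over the 62 cells, Snap25 (ENSMUSG00000027273; chromosome 2, 136713453 to 136782428) had the highest level of these genes, with a mean log2(TPM + 1) of 11.77 ± 0.68 (SD). Nefl (ENSMUSG00000022055; chromosome 14, 68083863 to 68089095) had 9.42 ± 1.05 and Map2 (ENSMUSG00000015222; chromosome 1, 66175273 to 66442583) had 6.05 ± 1.13. Each of the 3 genes was detected in all 62 cells (interval 94.2% to 100%). The means over all 72 GFP-positive cells were 11.27 for Snap25, 8.95 for Nefl and 5.83 for Map2, in the same order.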

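Gad1 (ENSMUSG00000070880; chromosome 2, 70553072 to 70602014) had a mean log2(TPM + 1) of 9.55 ± 0.90 (SD) over the 62 cells, and Gad2 (ENSMUSG00000026787; chromosome 2, 22622205 to 22693874) had 8.14 ± 1.09. Both were detected in all 62 cells, while Slc32a1 (ENSMUSG00000037771; chromosome 2, 158610767 to 158615748), at 4.58 ± 1.38, was detected in 59 (95.2%, interval 86.5% to 99%). Over all 72 GFP-positive cells the means were 8.88 for Gad1, 7.55 for Gad2 and 4.21 for Slc32a1, with Gad1 at TPM > 1 in 69 cells.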

As expected, they also expressed GABAergic neuron markers *Gad1, Gad2* (glutamic acid decarboxylases required for GABA synthesis) and *Slc32a1* (the vesicular GABA transporter) (Figure 2C). In contrast, these cells had little or no expression of dopaminergic neuron markers *Th* (tyrosine hydroxylase required for the synthesis of a dopamine precursor), *Ddc* (a decarboxylase required for dopamine synthesis), and *Slc6a3* (the dopamine transporter) (Figure 2C). 

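Over the 62 cells, the mean log2(TPM + 1) was 0.30 ± 1.14 (SD) for Th (ENSMUSG00000000214; chromosome 7, 142892752 to 142931128), 0.40 ± 1.40 for Ddc (ENSMUSG00000020182; chromosome 11, 11814101 to 11898144) and 0.40 ± 1.35 for Slc6a3 (ENSMUSG00000021609; chromosome 13, 73536747 to 73578672). Th was detected in 4 cells (6.45%, interval 1.79% to 15.7%), and Ddc and Slc6a3 in 5 cells each (8.06%, interval 2.67% to 17.8%). In all, 12 cells had at least 1 of the 3 genes, 2 cells had 2 of them and 0 cells had all 3. If the genes were detected independently of each other, 0.996 cells would have 2 or more. With all 72 GFP-positive cells the 3 means were 0.39, 0.35 and 0.35. The highest Th of the 72, 9.11, was in cell 18, which was left out of the 62 and had Gad1 listed at 0. The lowest mean of the neuronal and GABAergic markers, Slc32a1, minus the highest of the dopaminergic and glutamatergic ones, Ddc, was 4.18. The alternative that moved this distance most, log2(TPM + 0.1), gave 6.65, with Slc17a8 in the place of Ddc.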

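Slc17a7 (ENSMUSG00000070570; chromosome 7, 45163949 to 45176142) was listed at 0 in every one of the 62 cells. Slc17a6 (ENSMUSG00000030500; chromosome 7, 51622006 to 51671119) was above 0 in 1 cell, where it stayed under the TPM of 1, so that 0 of 62 cells had either gene detected, which allows a share of up to 4.84%. Slc17a8 (ENSMUSG00000019935; chromosome 10, 89574020 to 89621253) had a mean log2(TPM + 1) of 0.25 ± 0.36 (SD) and was detected in 2 cells (3.23%, interval 0.393% to 11.2%), while at TPM > 0 its share was 46.8%. Slc17a6 and Slc17a7 were detected in 0 and Slc17a8 in 2 of all 72 GFP-positive cells.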

There was also little to no expression of glutamatergic neuronal markers *Slc17a6, Slc17a7*, and *Slc17a8* (vesicular glutamate transporters) (Figure 2C). 

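Transcripts of other cell types were measured in the same cells with lists of marker genes fixed before the data were examined. Over the 62 cells, the mean log2(TPM + 1) was 7.56 ± 0.80 (SD) for a list of 4 GABAergic neuron genes and 7.74 ± 0.59 for 5 general neuronal genes. A list of 9 astrocyte genes had a mean of 4.30 ± 1.30 and one of 8 oligodendrocyte genes 3.30 ± 1.61. The astrocyte mean was carried mainly by Aldoc (10.13) and Clu (7.98), detected in all 62 cells, and Ndrg2 (7.08), detected in 59. Gfap (3.74) and Slc1a2 (3.34) were detected in 40 and 49. The other astrocyte genes, Aqp4, Gja1, Slc1a3 and Slc4a4, had means of 1.08 to 2.23 and were detected in 19 to 26 cells. In the oligodendrocyte list, Mbp was detected in 61 of the 62 cells with a mean of 9.27, while Mog was detected in 10 and Mag in 9. The astrocyte list had a mean of 4.45 over all 72 GFP-positive cells, the oligodendrocyte list 3.42 and the GABAergic list 7.01.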

We were therefore able to obtain whole transcriptome gene expression results from GABAergic SNr neurons, which guided our search for the NSCC that maintains the spontaneous firing of SNr neurons.

### SNr neurons express several NSCCs

To generate a candidate list of NSCCs in SNr neurons, we examined the expression of known NSCCs. In contrast to a previous study, we found that SNr neurons express several members of the TRP channel family in addition to TRPC3 (Figure 3A). 

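Of 27 genes of the TRP family, counted with the Mcoln and Pkd2l genes, 20 were detected in at least 1 of the 62 cells and 5 in at least 50% of them. Trpc4 (ENSMUSG00000027748; chromosome 3, 54156035 to 54318471) had a mean log2(TPM + 1) of 3.42 ± 2.72 (SD) and was detected in 41 cells (66.1%, interval 53% to 77.7%). Its mean over all 72 GFP-positive cells was 3.05. Lower shares of the 62 cells were found for Trpc5, detected in 17 cells, Trpc1 in 16, Trpc6 in 8, Trpc7 in 5 and Trpc2 in 2, with means between 0.14 and 1.09.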

Interestingly, we found that NSCCs other than TRP channels were also expressed by SNr neurons. In particular, NALCN stood out as a promising candidate for the tonic depolarizing current, as it had the highest expression of all NSCCs (Figure 3B) and its expression was in the top 20% of all ion channels (Figure 3C and Figure 3—figure supplement 1). In addition, we found that SNr neurons express *Unc80, Unc79,* and *Fam155a*, three genes whose protein products are known to interact with NALCN (Xie et al., 2013; Ren, 2011) (Figure 3D). 

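Of 26 NSCC genes outside the TRP family, 6 were detected in at least 50% of the 62 cells. Below Nalcn, the highest of them was Hcn3 (ENSMUSG00000028051; chromosome 3, 89146074 to 89160196), with a mean log2(TPM + 1) of 3.55 ± 2.39 (SD) and detection in 46 cells. Hcn2 and Hcn4 were detected in 21 and 18 cells, with means of 0.78 and 0.81. Ano6 (ENSMUSG00000064210; chromosome 15, 95790843 to 95974751) had 2.28 ± 2.34 and was detected in 33 cells. With all 72 GFP-positive cells the means of Hcn3 and Ano6 were 3.33 and 1.99.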

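Nalcn (ENSMUSG00000000197; chromosome 14, 123276634 to 123627144) had a mean log2(TPM + 1) of 4.69 ± 1.87 (SD) over the 62 cells and was detected in 57 of them (91.9%, interval 82.2% to 97.3%). Its mean ranked 1 among 53 NSCC genes, a list built from the symbols of the gene families the paper plots, and ranked 1 again over all 72 GFP-positive cells, with a mean of 4.27. The distance to the next gene, Mcoln1, was 0.18 over the 62 cells. It was 0.21 over the 72, which include GFP-positive cell 38 with Nalcn at 7.76 and Mcoln1 and Gad1 at 0. The distance over the 62 cells was smaller than its spread over the 4 ages (SD 0.47). Nalcn ranked 1 at days 15, 16 and 20, and 2 at day 14, where it lay below Mcoln1. In a wider list of 111 genes that adds ionotropic receptors and other cation channels, Nalcn ranked 7, and this was the alternative that moved its rank most.
The ion channel list held 238 genes, since the paper's text does not name its own genes, and 58 of them were detected in at least 50% of the 62 cells. Nalcn ranked 17 among these, in the upper 29.3%. Scn2b had the highest mean, 8.72, followed by Clcn4-2 at 7.33, Kcnk1, Clcn3 at 6.92 and Scn1a at 6.46. Over all 72 GFP-positive cells Nalcn ranked 17 of 52, in the upper 32.7%. With channels counted from detection in 25% of the cells it lay in the upper 17.5%, with 75% in the upper 51.5%, and with no such filter, the alternative that lowered it most, in the upper 7.14%. From these levels the paper singles out NALCN as a candidate for the tonic depolarizing current.

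**Figure D2:**
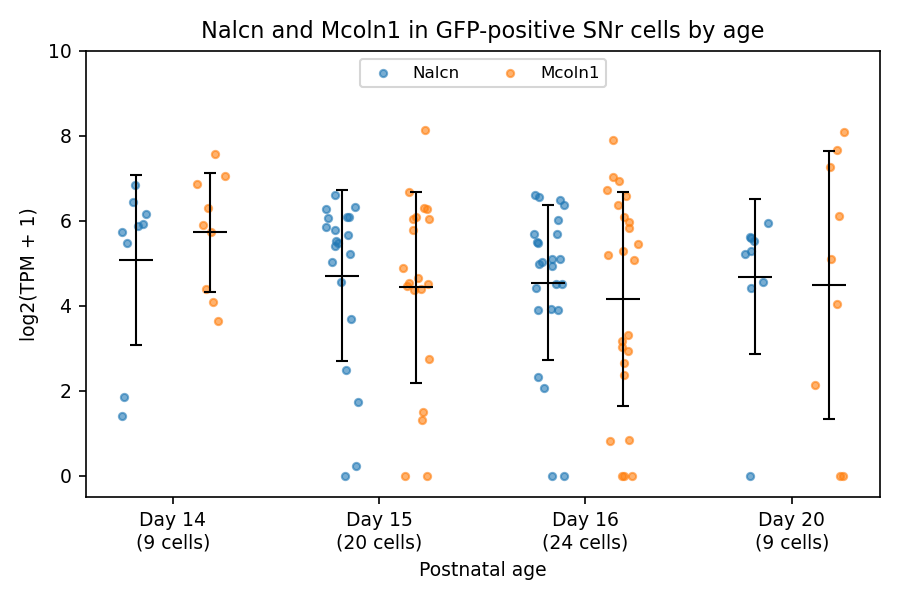
Expression of Nalcn and Mcoln1 as log2(TPM + 1) (vertical axis) in each of the 62 GFP-positive cells with more than 5000 genes, by postnatal age (horizontal axis). Points are cells, and black lines are the mean and the SD over cells. At day 14 the mean of Mcoln1, 5.73, lies above that of Nalcn, 5.08, and at the other ages it lies below.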

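Fam155a (ENSMUSG00000079157; chromosome 8, 9205902 to 9771161) had a mean log2(TPM + 1) of 5.73 ± 1.57 (SD) and Unc80 (ENSMUSG00000055567; chromosome 1, 66468367 to 66699148) of 5.34 ± 1.31, and both were detected in all 62 cells. Unc79 (ENSMUSG00000021198; chromosome 12, 102948859 to 103184065) had 2.37 ± 1.62 and was detected in 46 cells (74.2%, interval 61.5% to 84.5%), which were the cells with all 3 genes. The means of Fam155a, Unc80 and Unc79 over all 72 GFP-positive cells were 5.20, 4.84 and 2.23. The alternative that moved the share of cells with all 3 genes most was a threshold of TPM > 10, at 24.2%. Across the 62 cells, Pearson's r with Nalcn was 0.367 for Unc80, 0.249 for Unc79 and 0.232 for Fam155a, and Spearman's rho was 0.301, 0.266 and 0.140. Over all 72 GFP-positive cells, r was 0.513, 0.287 and 0.445. Without the 4 of the 62 cells in which Nalcn was listed at 0, r was 0.383, 0.017 and 0.232. Among the r of the 200 genes closest in mean expression, those of Unc80, Unc79 and Fam155a over the 62 cells lay at percentiles 91, 82.5 and 64. Within the 4 ages, r of Unc80 was between 0.010 and 0.610, that of Unc79 between -0.013 and 0.567 and that of Fam155a between -0.261 and 0.525.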

We therefore hypothesized that the spontaneous firing rate of SNr neurons requires functional NALCN.

**Figure 3.**
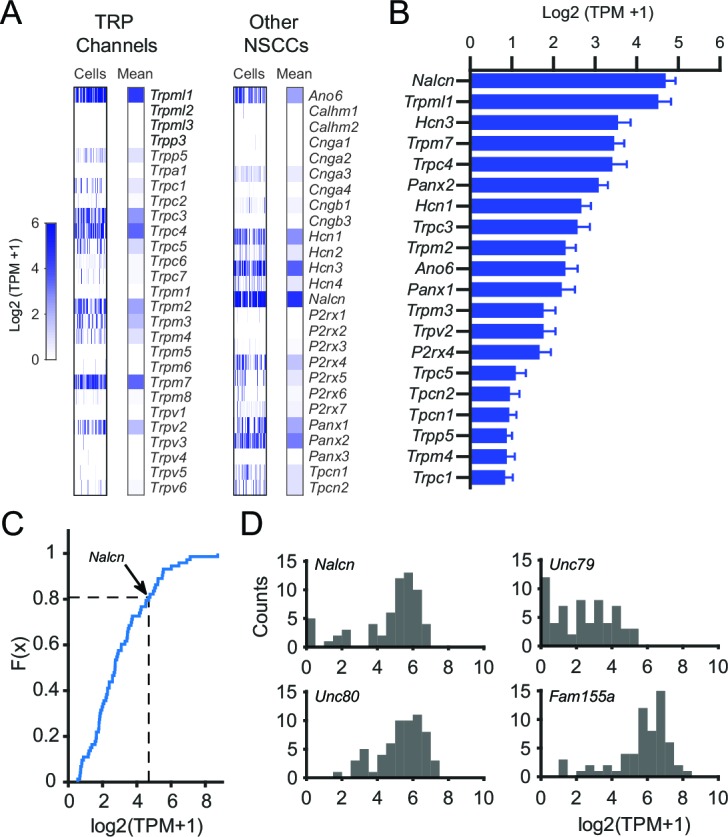
Gene expression results for NSCCs in SNr neurons. (**A**) Relative gene expression levels of TRP channels (*left*) and other NSCCs (*right*) in individual SNr neurons and the population average. (**B**) Bar graph of the mean log2 (TPM +1) for the top 20 NSCCs in descending order. Error bars indicate s.e.m. (**C**) Cumulative distribution plot of the mean expression level of all ion channels that were consistently expressed by SNr neurons (73 out of 232 total ion channel genes). The average level of expression of *Nalcn* is indicate by arrow and dashed line. (**D**) Histograms of expression of *Nalcn, Unc79, Unc80,* and *Fam155a* in SNr neurons. **DOI:** http://dx.doi.org/10.7554/eLife.15271.005

**Figure 3—figure supplement 1.**
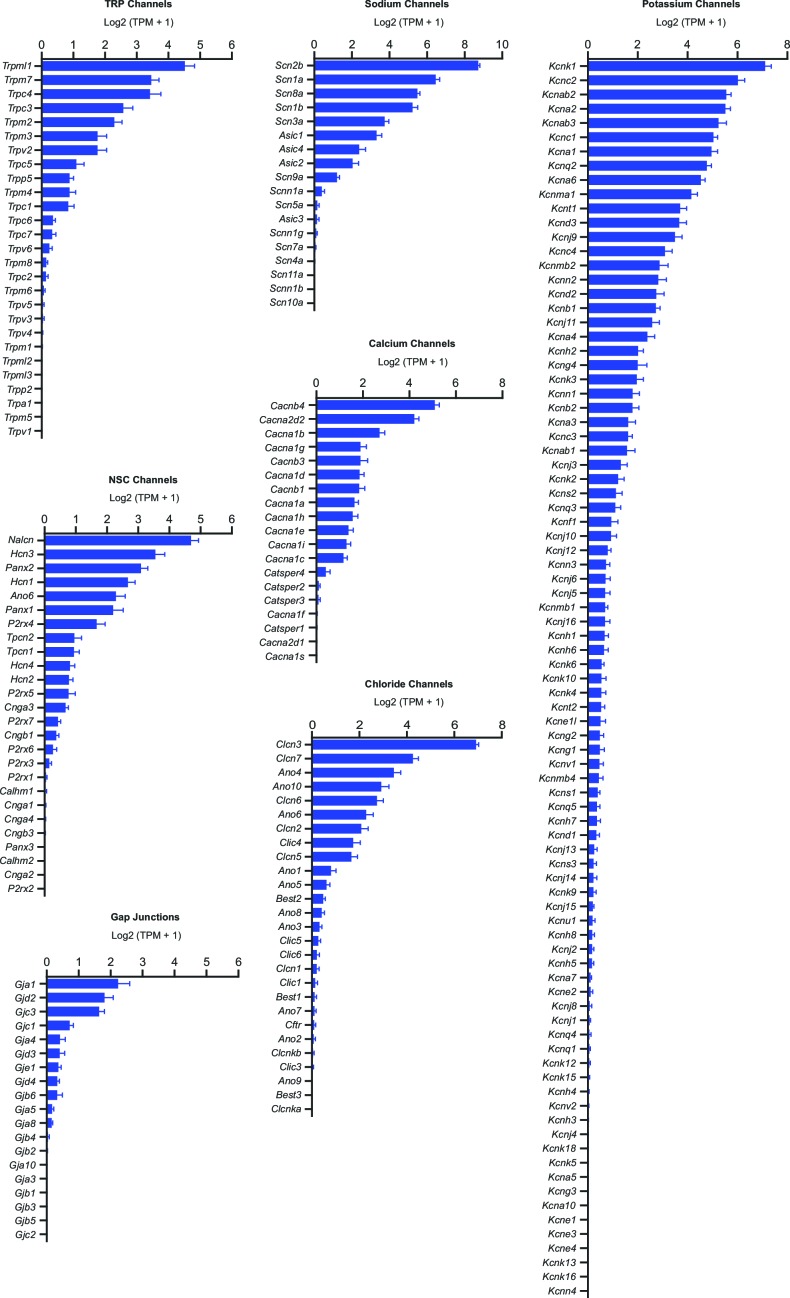
SNr neuron gene expression results for all ion channels. Average expression in log2(TPM + 1) of ion channel genes sorted (descending order) and grouped by type. Error bars indicate s.e.m. **DOI:** http://dx.doi.org/10.7554/eLife.15271.006

### NALCN is a component of the machinery that sustains the spontaneous firing of SNr neurons

We first investigated whether NALCN is functionally active in SNr neurons using the trivalent cation gadolinium (Gd^3+^), which has been shown to block NALCN (Lu et al., 2007). To prevent precipitation of Gd^3+^ salts, we used a modified ACSF that was buffered by HEPES instead of sodium bicarbonate and sodium phosphate; the basal firing rate of SNr neurons in this modified ACSF is ~60% lower than that in the standard ACSF. Application of Gd^3+^ (100 μM) rapidly silenced the firing of SNr neurons, suggesting that NALCN may be functionally active in these neurons (Figure 4A,B).

**Figure 4.**
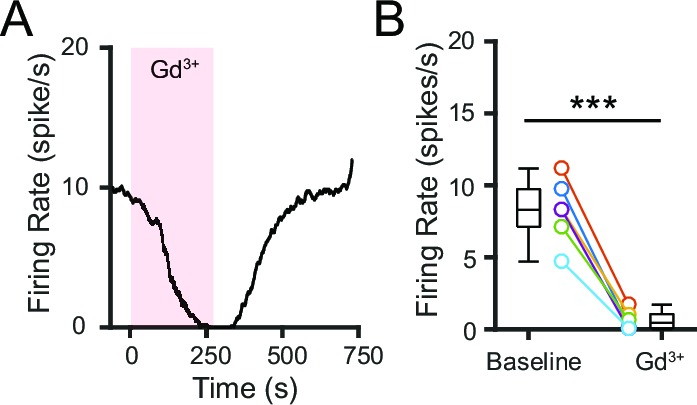
Pharmacological blockade of NALCN impairs SNr firing. (**A**) Representative time course of SNr neuron firing rate with application of gadolinium (Gd^3+^; 100 μM). (**B**) Comparison of firing rates before and after Gd^3+^ application (8.2 ± 0.9 versus 0.6 ± 0.3 spikes/s; paired t-test; *p*=0.00018; *n* = 6). ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.15271.007

Given that Gd^3+^ is not a specific blocker and may affect other channels, blockade of channels other than NALCN may be contributing to the effects of Gd^3+^ on firing rate. To overcome the caveats inherent in the use of nonspecific pharmacological blockers, we used a genetic approach to directly test whether NALCN is necessary for the spontaneous activity of SNr neurons. We used transgenic mice in which an exon of *Nalcn* is flanked by loxP sites (*Nalcn^fl/fl^*) (Flourakis et al., 2015) to conditionally eliminate NALCN in SNr neurons. The cre-dependent knockout was induced by unilateral injection of an adeno-associated virus (AAV) vector expressing fluorescently tagged cre recombinase driven by a neuron-specific promoter (hSyn-EGFP-cre) (Figure 5A). After expression for 1–2 weeks, acute brain slices were prepared and GFP-positive (NALCN KO) cells were targeted for cell-attached patch clamp recordings (Figure 5B). GFP-negative (control) cells from the injected and uninjected hemispheres were used as controls. Consistent with an important role of NALCN in maintaining spontaneous firing of SNr neurons, the spontaneous firing rate of NALCN KO SNr neurons was significantly lower than control SNr neurons (Figure 5C,D). In contrast, the firing rate of virally transduced SNr neurons from WT mice was unaffected, confirming that the slower firing rate of *Nalcn^fl/fl^*SNr neurons transduced with EGFP-cre was not a consequence of the viral transduction (Figure 5D).

**Figure 5.**
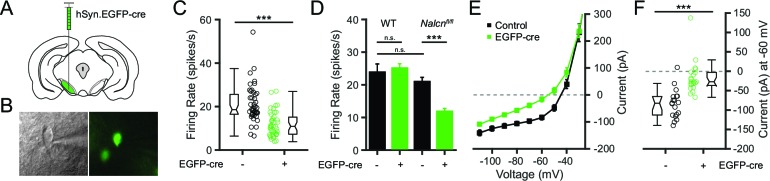
Conditional knockout of NALCN in SNr neurons slows spontaneous firing. (**A**) Schematic depicting unilateral injections of the adeno-associated virus containing the hSyn-EGFP-cre construct. (**B**) Bright field (*left*) and fluorescent (*right*) images of an example EGFP-cre positive SNr neuron from which recordings were obtained. (**C**) Firing rates of EGFP-cre negative (21.0 ± 1.3 spikes/s; *n* = 45) versus positive (11.9 ± 0.9 spikes/s; *n* = 43) neurons from *Nalcn^fl/fl^* transgenic mice (unpaired t-test; ***p<0.0001). Box plot notches indicate the 95% confidence intervals. (**D**) Mean firing rate of EGFP-cre negative (23.9 ± 2.5 spikes/s; *n* = 27) and positive (25.2 ± 1.3 spikes/s; *n* = 39) neurons from WT mice (unpaired t-test; *P* = 0.62), and EGFP-cre negative and positive neurons from *Nalcn^fl/fl^* mice. ^n.s.^p>0.05; ***p<0.001; one-way ANOVA with Bonferroni *post hoc* correction. (**E**) Steady-state I-V recordings from EGFP-cre negative (black symbols; *n* = 19) and positive (green; *n* = 21) neurons. (**F**) Steady-state current (pA) at -60 mV from EGFP-cre negative (*n* = 19) and positive (*n* = 21) neurons (unpaired t-test; ***p<0.0001). **DOI:** http://dx.doi.org/10.7554/eLife.15271.008

To confirm that the NALCN-mediated inward leak current was disrupted in the NALCN KO neurons, we performed whole-cell voltage-clamp recordings to measure steady-stead inward currents. As predicted, NALCN KO neurons showed reduced inward currents compared to control SNr neurons (Figure 5E). At −60 mV, which is about the typical membrane potential during interspike intervals and the steady-state resting potential of SNr neurons when action potentials are blocked (Lutas et al., 2014), NALCN KO neurons had significantly less inward current compared to control SNr neurons (Figure 5F). These data confirm that a decreased steady-state inward current mediates the slowing in firing rate observed for NALCN KO neurons.

### NALCN contributes to the glycolysis-sensitivity of SNr firing

The spontaneous activity of SNr neurons is modulated by cellular metabolism (Lutas et al., 2014; Yamada, 2001; Ma et al., 2007). We previously reported that inhibiting glycolysis while in the continued presence of the mitochondrial fuel beta-hydroxybutyrate (βHB) slows the firing rate of SNr neurons by a mechanism that involves decreasing a tonically active nonselective cation current (Lutas et al., 2014). We therefore tested the effect of glycolytic inhibition on SNr neurons lacking NALCN, to learn whether NALCN underlies the glycolysis-sensitive nonselective cation current. We measured spontaneous firing rates of control and NALCN KO SNr neurons, and tested the effect of inhibition of glycolysis in the presence of the mitochondrial fuel beta-hydroxybutyrate (βHB).

Control SNr neurons showed a robust decrease in firing rate with inhibition of glycolysis using iodoacetic acid (IAA; 1 mM), similar to our previous results (Lutas et al., 2014) (Figure 6A,B). In contrast, NALCN KO SNr neurons showed only a modest change in firing rate after inhibition of glycolysis (Figure 6A,B). We wondered whether the smaller effect of IAA on NALCN KO neurons might simply be due to the lower initial firing rate, because of a non-linearity in the relationship between firing rate and the ionic current. We thus used elevated extracellular [K^+^] (from 2.5 to 4 mM) to increase the basal firing rate of NALCN KO cells to approximately the firing rate of control cells. In increased extracellular [K^+^] bath solution, NALCN KO neurons still fired significantly slower than control neurons (Figure 6—figure supplement 1A), and in both potassium concentrations, NALCN KO neurons fired about 60% slower than control neurons (Figure 6—figure supplement 1B).

**Figure 6.**
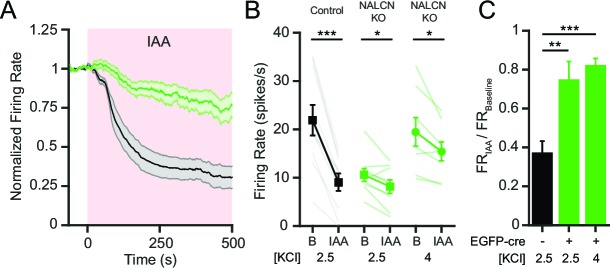
NALCN is required for the decrease in SNr firing rate after inhibition of glycolysis. (**A**) Time course of the average firing rate of control (GFP-negative; black line) and NALCN KO neurons (GFP-positive; green line) with application of glycolytic inhibitor, IAA (1 mM). Shaded error region indicates s.e.m. (**B**) Mean firing rate of SNr neurons during baseline and after application of IAA. Black square symbols: GFP-negative control experiments in 2.5 mM KCl bath solution (21.9 ± 3.2 versus 9.1 ± 1.8 spikes/s; paired t-test; p<0.0001; *n* = 10). Green square symbols: NALCN KO experiments in 2.5 mM KCl bath solution (10.6 ± 1.3 versus 8.1 ± 1.4 spikes/s; paired t-test; *p*=0.03; *n* = 9). Green circle symbols: NALCN KO experiments in 4 mM KCl bath solution (19.5 ± 3.0 versus 15.5 ± 2.0 spikes/s; paired t-test; *p*=0.02; *n* = 8). *p<0.05; ***p<0.001. (**C**) Baseline normalized firing rate showing the fold change after application of IAA in control (2.5 mM KCl) and both NALCN KO conditions (2.5 and 4 mM KCl). **p<0.01; ***p<0.001; one-way ANOVA with Bonferroni *post hoc* correction. **DOI:** http://dx.doi.org/10.7554/eLife.15271.009

**Figure 6—figure supplement 1.**
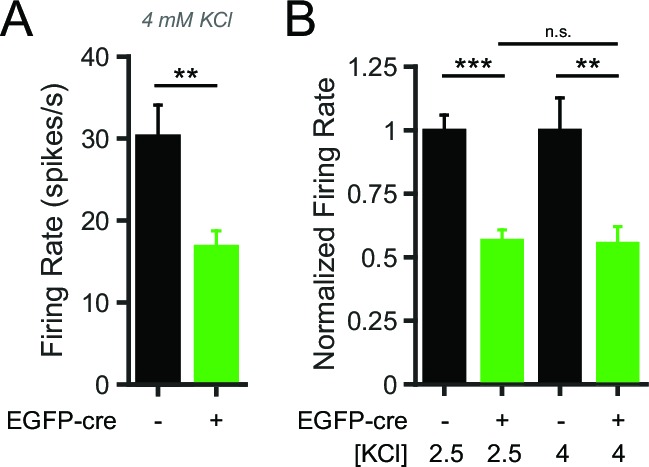
NALCN KO SNr neurons have lower firing rates in both low and high potassium conditions. (**A**) Mean firing rate of EGFP-cre negative (30.2 ± 3.9 spikes/s; *n* = 18) and positive (16.8 ± 2.0 spikes/s; *n* = 13) neurons from *Nalcn^fl/fl^* mice in elevated potassium (4 mM KCl) bath solution (unpaired t-test; **p=0.009). (**B**) Normalized mean firing rate of *Nalcn^fl/fl ^*EGFP-cre negative and positive neurons in 2.5 mM and 4 mM KCl bath solution. ^n.s.^p>0.05; **p<0.01; ***p<0.001; one-way ANOVA with Bonferroni *post hoc* correction. **DOI:** http://dx.doi.org/10.7554/eLife.15271.010

NALCN KO neurons recorded in either of the two potassium concentrations had significantly smaller reductions in firing rate in response to glycolytic inhibition compared to control neurons (~20% versus ~60%), indicating that the difference was not simply a result of the lower starting firing rate of NALCN KO SNr neurons (Figure 6B,C). Together, these data suggest that NALCN is a major component of the glycolysis-sensitive nonselective cation current in SNr neurons.

### The response of SNr neurons lacking NALCN to muscarinic receptor activation is blunted

Spontaneous firing of SNr neurons can also be modulated by other signaling processes, particularly activation of metabotropic receptors (Zhou and Lee, 2011). It has been postulated that metabotropic receptor-mediated changes in SNr excitability required the activity of TRPC3 channels (Zhou and Lee, 2011; Zhou et al., 2009). Interestingly, metabotropic receptor activation can also modulate NALCN activity (Swayne et al., 2009; Kim et al., 2012). We tested whether TRPC3 and NALCN underlie the changes in SNr firing in response to metabotropic receptor activation. We focused on muscarinic receptor activation as this receptor has been shown to activate NALCN channels in pancreatic beta-cells (Swayne et al., 2009).

Activation of muscarinic acetylcholine receptors (mAChR) using oxotremorine-M (Oxo-M; 10 μM) rapidly increased SNr firing rate by over two-fold (Figure 7A). In contrast, the effect of Oxo-M on the firing rate of SNr neurons lacking NALCN was less prominent (Figure 7A). In control neurons, the maximum firing rate in Oxo-M was significantly greater than the basal firing rate (Figure 7B). While NALCN KO SNr neurons also increased their firing rate in response to Oxo-M (Figure 7B), the normalized peak response to Oxo-M was substantially smaller than in control SNr neurons (Figure 7C). For both the control and NALCN KO neurons, no significant correlation existed between the response to Oxo-M and the basal firing rate, indicating that the difference between control and NALCN KO responses to Oxo-M was not explained by the different starting firing rates (Figure 7D).

**Figure 7.**
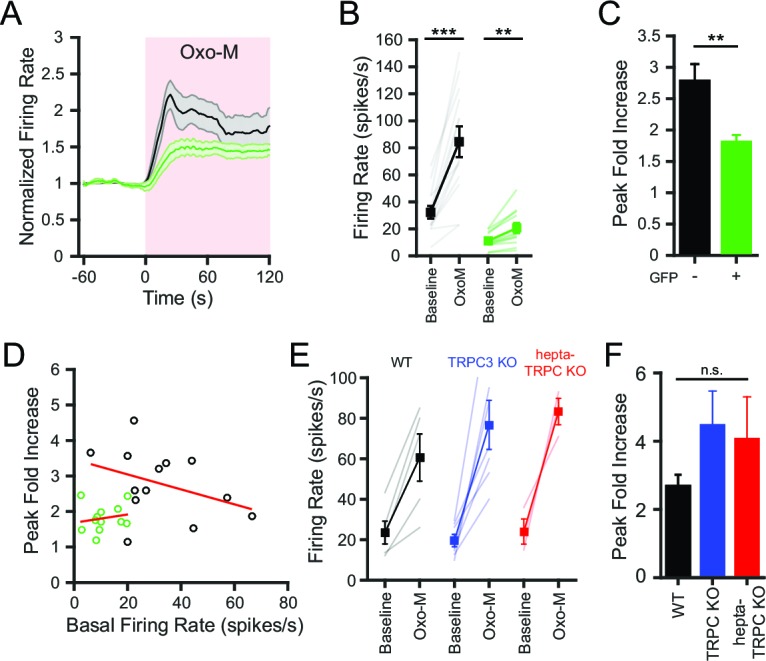
Conditional knockout of NALCN in SNr neurons blunts the increased excitability with activation of metabotropic acetylcholine receptors. (**A**) Time course of the baseline normalized mean firing rate of control and NALCN KO SNr neurons with application of Oxo-M (10 μM). Shaded error region indicates s.e.m. (**B**) Mean firing rate during the baseline period versus the maximum firing rate during Oxo-M application of control (84.5 ± 11.4 versus 32.3 ± 4.7 spikes/s; paired t-test; p<0.0001; *n* = 13) and NALCN KO SNr neurons (20.6 ± 3.8 versus 11.1 ± 1.7 spikes/s; paired t-test; *p*=0.002; *n* = 12). **p<0.01; ***p<0.001. (**C**) Peak firing rate during Oxo-M normalized to baseline firing rate of control versus NALCN KO neurons (2.8 ± 0.3 versus 1.8 ± 0.1; paired t-test; *p*=0.008). **p<0.01. (**D**) Scatter plot of the peak normalized firing rate with Oxo-M versus the basal firing rate of control and NALCN KO SNr neurons. Red lines are linear regression fits of the data. Control: *p*=0.2; NALCN KO: *p*=0.6; Pearson correlation. (**E**) Baseline and peak firing rate in Oxo-M of WT, TRPC3 KO and hepta-TRPC KO SNr neurons. (**F**) Peak fold increase in firing rate with Oxo-M of WT (2.7 ± 0.3; *n* = 5), TRPC3 KO (4.5 ± 1.0; *n* = 7) and hepta-TRPC KO neurons (4.1 ± 1.2; *n* = 3). ^n.s.^p>0.05; one-way ANOVA. **DOI:** http://dx.doi.org/10.7554/eLife.15271.011

Contrary to the results from NALCN KO neurons, SNr neurons lacking TRPC3 or all seven TRPC channels still exhibited large increases in firing rate after application of Oxo-M, similar to WT SNr neurons (Figure 7E). The peak fold increase of WT, TRPC KO, and KO of all seven TRPC was not significantly different (Figure 7F). These results indicate that NALCN, but not TRPC3, is important for the regulation of SNr neuron excitability by mAChR activation.

### Other highly expressed NSCCs do not contribute to the spontaneous activity of SNr neurons

While conditional knockout of NALCN significantly diminished the spontaneous firing of SNr neurons, SNr neurons were not completely silenced, indicating that other nonselective cation channels may contribute to maintaining spontaneous firing. Our RNA-seq results identified additional nonselective cation channel candidates, including channels that have not been previously investigated in the SNr. 

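Among these candidates, Trpm7 (ENSMUSG00000027365; chromosome 2, 126791565 to 126876230) ranked 4 of the 53 NSCC genes over the 62 cells, with a mean log2(TPM + 1) of 3.46 ± 1.90 (SD) and detection in 51 cells (82.3%, interval 70.5% to 90.8%). It ranked 4 over all 72 GFP-positive cells as well, with a mean of 3.06. In all, 11 of the 53 genes were detected in at least 50% of the 62 cells.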

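Mcoln1 (ENSMUSG00000004567; chromosome 8, 3500457 to 3515232), which encodes TRPML1, had a mean log2(TPM + 1) of 4.52 ± 2.41 (SD) over the 62 single SNr cells and was detected in 53 of them (85.5%, interval 74.2% to 93.1%). It was higher than Nalcn in 32 cells and lower in 28. Averaged as TPM without the log, Mcoln1 was at 56.7 and Nalcn at 41.0, so that the order of the pair was reversed. Over all 72 GFP-positive cells the means of log2(TPM + 1) were 4.06 and 4.27, and those of TPM 51.8 and 38.7.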

Although TRPML1 was the next highest expressed NSCCs candidate in our sequencing results (Figure 3B), TRPML channels are not found in the plasma membrane and likely do not contribute to the membrane potential in neurons (Cheng et al., 2010). We also did not focus on HCN channels as it has been previously shown that inhibitors of HCN channels are without effect on SNr firing (Atherton and Bevan, 2005).

We proceeded to test whether perturbing the function of other highly expressed NSCCs for which blockers or genetic tools were available could modify SNr firing. We first tested whether TRPM7, which is known to function as a channel in the plasma membrane (Bates-Withers et al., 2011), was involved in maintaining spontaneous firing by conditionally ablating TRPM7 in SNr neurons. We used a transgenic *Trpm7^fl/fl^* mouse line (Jin et al., 2008) to virally transduce neurons with the hSyn-EGFP-cre vector. We found that knockout of TRPM7 was without effect on SNr firing (Figure 8A), arguing against a role of TRMP7 in the spontaneous activity of SNr neurons.

**Figure 8.**
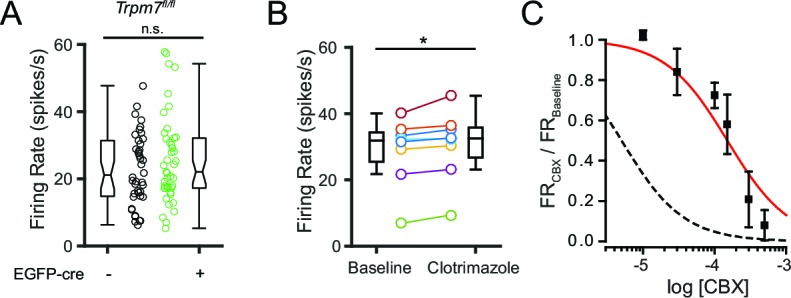
Pharmacological and genetic tests of other candidate NSCC. (**A**) Mean firing rate of control (23.5 ± 1.9; *n* = 42) and TRPM7 KO (25.8 ± 2.0; *n* = 43) SNr neurons. ^n.s.^*p*=0.42; unpaired t-test. (**B**) Mean firing rate before (28.8 ± 3.6) and after (30.6 ± 3.7) application of a TRPM2 channel blocker, clotrimazole (10 μM). *p=0.01; paired t-test. (**C**) Dose response curve of the effect of carbenoxolone (CBX) on baseline normalized firing rate (red line; Hill function) compared with predicted dose response curve of CBX blockade of pannexin channels (dashed black line; simulated Hill function; k = 5 × 10^–6^M). **DOI:** http://dx.doi.org/10.7554/eLife.15271.012

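In the single-cell values, Trpm2 (ENSMUSG00000009292; chromosome 10, 77907722 to 77970563) had a mean log2(TPM + 1) of 2.29 ± 1.92 (SD) over the 62 GFP-positive cells and was detected in 40 of them (64.5%, interval 51.3% to 76.3%). Among all 72 GFP-positive cells it was again detected in 40, with a mean of 1.98. Its rank among the NSCC genes was 9 over the 62 cells and 10 over the 72.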

We next tested the involvement of TRPM2, another NSCC we found to be expressed by SNr neurons. Previous studies have shown that TRPM2 is activated by NMDA receptors or by hydrogen peroxide leading to elevated firing of SNr neurons (Lee et al., 2013). However, no evidence of constitutively open TRPM2 channels has been reported in the SNr, making it unlikely that this channel supports the spontaneous firing. We found that rather than decreasing SNr firing rate, a blocker of TRPM2, clotrimazole (Hill et al., 2004), produced a significant but very small increase in firing rate (Figure 8B). These results do not support a substantial role for TRPM2 in baseline firing.

Lastly, we tested whether pannexin channels (PANX1 and PANX2) are involved in the basal firing rate of SNr neurons. These channels are inhibited by carbenoxolone (CBX), but this drug can block other ion channels as well (Connors, 2012). Inhibition by CBX at relatively lower concentrations can be indicative of a role of pannexin channels (Ma et al., 2009; Bruzzone et al., 2005). Therefore, we tested several concentrations of CBX on SNr spontaneous firing and found a dose-dependent inhibition of firing (Figure 8C). However, the observed IC_50_ was much higher (K_d_ = 1.5 × 10^–4^ M) than expected for a pannexin-dependent effect (K_d_ = 5 × 10^–6^ M), arguing against an important role of pannexin channels. Overall, these results suggest that NALCN is the main NSCC that contributes to spontaneous firing of SNr neurons, while the other highly expressed NSCCs are not critically involved in spontaneous firing.

## Discussion

Many neuron types display pronounced, intrinsically-regulated spontaneous firing patterns that are crucial for normal circuit function (Häusser et al., 2004; Bean, 2007). However, the molecular machinery that sustains this firing is not fully understood (Häusser et al., 2004; Ren, 2011). “Leak current” has long been a catch-all term to describe the depolarizing current that is one component of spontaneous firing (Atherton and Bevan, 2005; Raman et al., 2000; Jackson et al., 2004; Taddese and Bean, 2002; Khaliq and Bean, 2010). Spontaneously firing GABAergic SNr neurons provide a key source of inhibitory tone to target areas including the superior colliculus and pedunculopontine nucleus (Hikosaka, 2007). In SNr neurons, a sodium-dependent, TTX-insensitive depolarizing current has been attributed to a NSCC, but the molecular identity of this current remains undefined (Atherton and Bevan, 2005). Identifying the molecular basis of this current is important to enable detailed investigation of how its properties and regulation underlie SNr tonic inhibition of basal ganglia targets.

In order to address this, we performed whole transcriptome sequencing of SNr neurons and detected expression of several NSCCs that could potentially generate the tonic depolarizing current. We discovered that SNr neurons express NALCN, which stood out as a prime candidate for the channel carrying the depolarizing leak current in these cells. Using a combination of pharmacological and genetic techniques, we showed that: 1) NALCN is functionally active in SNr neurons; 2) NALCN is an important component of the machinery that maintains spontaneous firing in SNr neurons, 3) NALCN is required for sensitivity of SNr neuron firing to glycolysis, and 4) NALCN is important for muscarinic receptor-dependent stimulation of SNr neuron firing. Taken together, our findings support a critical role of NALCN in both maintenance of spontaneous firing of SNr neurons and physiological modulation of SNr neuron excitability.

NALCN is highly conserved evolutionarily. In the invertebrate species *D. melanogaster, C. elegans*, and *L. stagnalis*, their respective NALCN homologs are critical for pacemaker neuron function in circadian rhythms (Nash et al., 2002; Lear et al., 2005), locomotion (Yeh et al., 2008; Gao et al., 2015), and respiration (Lu and Feng, 2011). In mice, germ-line ablation of NALCN produces animals that develop normally, but die soon after birth from impairment in the rhythmically active neurons that regulate respiration (Lu et al., 2007). Hippocampal neurons cultured from NALCN KO mice show significantly hyperpolarized membrane potentials indicating an important function of NALCN in maintaining depolarized membrane potentials. A recent study employing conditional knockout of NALCN in forebrain excitatory neurons demonstrated that NALCN is necessary for appropriate excitability of neurons of the suprachiasmatic nucleus and underlies circadian rhythms in flies and rodents (Flourakis et al., 2015). In addition, this study reported that the forebrain NALCN knockout mice died ~21 days after birth, further indicating the critical function of this channel. Our results demonstrate that NALCN is necessary for normal spontaneous firing of SNr neurons and for the regulation of SNr excitability. The combined results of these studies are consistent with the idea that NALCN is a critical component of neuronal excitability in many rhythmically active neurons (Ren, 2011).

NALCN also appears to mediate several modulatory influences on SNr firing. We find that it is important for regulation of SNr neuronal excitability in response to changes in glycolysis, an effect we had seen previously when investigating metabolic influences on SNr firing rate (Lutas et al., 2014). Together with our finding that the increased firing produced by muscarinic receptor activation is blunted in NALCN KO SNr neurons, these results suggest that tuning the level of NALCN activity may set both the tonic and phasic excitability of SNr neurons.

Interestingly, NALCN has also been found in insulin-releasing pancreatic beta cells, and muscarinic receptor activation can increase NALCN activity in these cells (Swayne et al., 2009). Our finding that NALCN activity decreases when we block glycolysis in SNr neuron may also occur in beta cells. In beta cells, a decrease in NALCN activity along with an increase in ATP-sensitive potassium channel activity when glucose levels are low would work together to hyperpolarize beta cells and prevent insulin release. Therefore, the metabolic sensitivity of NALCN may be a broadly used modality to confer metabolic sensitivity to NALCN-expressing cells.

One question that arises from our results is how the activity of NALCN is decreased by the inhibition of glycolysis. A possible insight comes from the finding that metabotropic receptor signaling can modulate the activity of NALCN in neurons (Lu et al., 2009) and pancreatic beta cells (Swayne et al., 2009). Interestingly, this metabotropic receptor signaling does not modulate NALCN via canonical G-protein coupled signaling; rather, channel activity is regulated by phosphorylation of the channel by Src kinases (Ren, 2011). Phosphorylation of NALCN may be the major regulator of NALCN activity, either activating or inhibiting channel activity. During inhibition of glycolysis, the drop in cytosolic [ATP] and increase in [AMP] activates AMP kinase (AMPK) (Kahn et al., 2005), which may directly phosphorylate NALCN at a site that leads to decreased NALCN activity. An example of this possibility is the ion channel Cystic Fibrosis Transmembrane Conductance Regulator (CFTR), which is activated by Src kinases phosphorylation (Billet et al., 2015), but inhibited by AMPK phosphorylation (Hallows et al., 2000; Kongsuphol et al., 2009). Alternatively, there may be crosstalk between AMPK and the ability of Src family kinases to activate NALCN (such crosstalk is seen in regulation of metabolism by the Src family kinase Fyn and AMPK (Bastie et al., 2007)). An exciting direction for future studies will be to better understand how intracellular signaling pathways regulate NALCN activity in neurons.

Our findings may also have clinical relevance, as mutations in NALCN have been implicated in several human disorders (Cochet-Bissuel et al., 2014). Recent studies have found that mutations in NALCN result in severe motor and cognitive deficits in humans (Chong et al., 2015; Aoyagi et al., 2015; Al-Sayed et al., 2013; Köroğlu et al., 2013; Fukai et al., 2016). In addition, humans carrying mutations in UNC80, a protein that is important for the function of NALCN (Ren, 2011), show severe deficits that mirror those observed in humans with mutations in NALCN (Perez et al., 2015; Shamseldin et al., 2016; Stray-Pedersen et al., 2016). The SNr is a main output of the basal ganglia motor circuit and provides tonic inhibition of target areas (Hikosaka, 2007). Our finding that SNr neurons require NALCN for appropriate tonic firing, suggests that NALCN mutations could contribute to basal ganglia related motor disorders. For example, disruption of the normal tonic firing of SNr neurons by injection of GABA receptor agonists, leads to excessive muscle tension and dystonia (Burbaud et al., 1998). In addition, hyperactivity of the SNr is observed in Parkinsonian animals (Wichmann et al., 1999) and ablation of the SNr can ameliorate symptoms of Parkinson’s diseases (Wichmann et al., 2001). Therefore, understanding the function of NALCN in modulating the tonic activity of SNr neurons may lead to a more detailed mechanistic understanding of motor dysfunction in humans and potentially provide a new therapeutic target for motor disorders.

While NALCN is a major contributor to the spontaneous firing rate of SNr neurons, elimination of NALCN resulted in only a halving in the firing rates of SNr neurons. This observation is in contrast to the effects of Gd^3+^, which completely silenced firing of WT SNr neurons; this suggests that other Gd^3+-^sensitive currents, in addition to NALCN, may drive the firing of SNr neurons. We tested the possibility that other NSCCs that we found to be expressed in SNr neurons (TRPM7, TRPM2, and pannexin) may contribute to the firing rate; however, we found that TRPM7 knock-out or pharmacological inhibition of TRPM2 or pannexin were without effect on the firing rate of SNr neurons. Therefore, we were unable to identify NSCCs, other than NALCN, that are critical for spontaneous firing. 

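For the pannexins, Panx2 (ENSMUSG00000058441; chromosome 15, 89059734 to 89073567) had a mean log2(TPM + 1) of 3.09 ± 1.72 (SD) over the 62 cells and was detected in 52 of them (83.9%, interval 72.3% to 92%). Panx1 (ENSMUSG00000031934; chromosome 9, 15002128 to 15045478) had 2.20 ± 2.53 and was detected in 31 cells (50.0%, interval 37% to 63%). Over all 72 GFP-positive cells the means were 2.91 and 1.90. Panx3 was detected in 0 of the 62 cells.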

One interesting possibility to explain the continued firing in the NALCN KO is that the expression of inward-current-carrying leak channels may be balanced homeostatically with outward-current-carrying leak potassium channels. In that case, loss of NALCN would lead to decreased expression of leak potassium channels and therefore offset the decreased inward current, allowing spontaneous firing to persist. While this idea is attractive, we did not find direct evidence of this possibility. 

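Among 14 Kcnk genes, Kcnk1 (ENSMUSG00000033998; chromosome 8, 125995170 to 126030685) had the highest mean log2(TPM + 1) over the 62 cells, 7.11 ± 1.92 (SD), followed by Kcnk3 (ENSMUSG00000049265; chromosome 5, 30588170 to 30625271) with 1.96 ± 2.07 and Kcnk2 with 1.21. Across the 62 cells, Pearson's r with Nalcn was 0.036 for Kcnk1 (Spearman's rho 0.049) and -0.072 for Kcnk3 (rho -0.114). No p-value is given, since the labels name no animal and cells of 1 animal are not independent. Within days 14, 15, 16 and 20, r was -0.326, -0.084, 0.377 and -0.355 for Kcnk1, and -0.562, -0.141, 0.087 and 0.121 for Kcnk3. Without the 4 cells in which Nalcn was listed at 0, r was -0.079 and -0.219. Among the 200 genes closest in mean expression, the r of Kcnk1 lay at percentile 21 and that of Kcnk3 at percentile 11.5. The mean r of Nalcn was 0.140 over the 8026 other genes detected in at least 50% of the cells. Across all 72 GFP-positive cells, r was 0.315 for Kcnk1 (rho 0.213) and 0.110 for Kcnk3 (rho 0.105), and this change of cells moved Kcnk1 most. With the number of genes detected held fixed over the 62 cells, r was -0.077 and -0.107.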

In our single-cell gene expression dataset, there was no significant correlation between the expression of NALCN and the two highest expressed leak potassium channels, KCNK1 and KCNK3. Additionally, the results of our steady-state I-V recordings were inconsistent with a decrease in leak potassium current. If outward leak currents were decreasing along with inward leak currents, we would expect to observe a significant increase in the membrane resistance of SNr neurons lacking NALCN, but we did not. It remains possible that changes in the expression of other ion channels may compensate for the loss of NALCN in the knockout, as spontaneous firing is a critical function of the SNr.

## Materials and methods

### Animals

The Harvard Medical Area Standing Committee on Animals approved all procedures involving animals. Brain slice electrophysiology experiments were performed using brains of male and female 2 to 3 week old wild-type (WT) mice (C57/BL6; Charles River Laboratories), *Nalcn^fl/fl ^*mice (Flourakis et al., 2015), and *Trpm7^fl/fl^* mice (Jin et al., 2008). TRPC3 knockout mice and mice lacking all seven TRPC channels (TRPC1-7) were previously described (Lutas et al., 2014). GAD1-EGFP mice (Tamamaki et al., 2003) were used for single-cell SNr neuron collection.

### Acute brain slice preparation

Preparation of brain slices was performed as previously described (Lutas et al., 2014). Briefly, mice were first anesthetized via isoflurane inhalation and then decapitated. Using a vibrating tissue slicer (Campden, Lafayette, IN; 7000smz-2), we made acute coronal midbrain slices (275 µm) containing the substantia nigra region. Coronal slices (typically 2–3 slices per animal) were hemi-sectioned to obtain 6 total slices containing the SNr region. All slicing procedures were performed in ice-cold slicing solution followed by immediate incubation in ACSF at 37°C for 35 min. Slices were then kept at room temperature in ACSF for 25 min to 3 hr before being used for recording. Slicing solution and ACSF were continuously oxygenated with 95% O_2_ and 5% CO_2_.

### Solutions

The solutions used in this study were similar to those previously described (Lutas et al., 2014). Slicing solution consisting of (mM): 215 sucrose, 2.5 KCl, 24 NaHCO_3_, 1.25 NaH_2_PO_4_, 0.5 CaCl_2_, 7 MgCl_2_, 10 D-glucose (~310 mOsm, pH = 7.4). ACSF consisted of (mM): 125 NaCl, 2.5 or 4 KCl, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 1.5 CaCl_2_, 1 MgCl_2_,10 D-glucose (~300 mOsm, pH = 7.4). For experiments using the mitochondrial fuel βHB (2.5 mM), we used sodium (R)-3-hydroxybutyrate, which is the specific enantiomer of βHB that can be metabolized. The pipette solution for loose patch cell-attached recordings consisted of (mM): 150 NaCl, 2.5 KCl, 10 HEPES, 1.5 CaCl_2_, 1 MgCl_2_ (~300 mOsm; pH 7.4). For whole-cell recordings, the pipette solution consisted of the following (in mM): 140 K-gluconate, 10 NaCl, 10 HEPES, 1 MgCl_2_, and 0.1 EGTA, pH 7.3 (∼300 mOsm)

For the collection of single-cells, dissociated tissue was maintained in a HEPES-based ACSF (mM): 200 sucrose or 150 NaCl, 6 MgSO_4_, 2 KCl, 0.5 CaCl_2_, 10 HEPES, 10 Glucose. When NaCl was used, 1 mM Na-lidocaine was included. pH was adjusted to 7.4 with NaOH. 1% fetal bovine serum (FBS) was added to the solution shortly before the experiment. All solutions used for dissociation and collections of cells were filtered using 0.2 µm syringe filters (VWR, Philadelphia, PA).

### Electrophysiology

The spontaneous firing rate of GABAergic neurons of the SNr was monitored using loose-patch cell-attached recordings as previously described (Lutas et al., 2014). Briefly, we used borosilicate pipettes (Warner Instruments, Hamden, CT) which had tip resistances of ~2 MΩ when filled with HEPES-buffered ACSF solution. Whole-cell voltage-clamp recordings to characterize current–voltage (*I–V*) relationships were performed as previously described (Lutas et al., 2014). Voltage steps (150 ms duration) were made from an initial holding potential of -30 mV in 10 mV decrements, and steady-state current was calculated from the average of a 10 ms window at the end of each 150 ms voltage step. Experiments were completed within 1 min of breaking into the neuron. Reported voltages have been corrected for liquid junction potentials of 15 mV. Pipettes had tip resistances of 2–4 MΩ.

All recordings were performed at 34°C with continuous perfusion (flow rate: 5 mL/min) in a custom made dual-perfusion chamber. Neurons were visualized using an upright microscope (BX51WI; Olympus, Center Valley, PA) equipped with IR-DIC and controlled using TILL Vision (TILL Photonics, Grafelfing, Germany). All recordings were collected and amplified via a Multiclamp 700B (Molecular Devices, Sunnyvale, CA). Recordings were low-pass filtered at 4 kHz and sampled at 10 kHz. Signals were digitized using a Digidata 1321A (Molecular Devices) and acquired using pClamp 10 (Molecular Devices).

### Pharmacology

All chemicals used were obtained from Sigma-Aldrich (St. Louis, MO) or Tocris Bioscience (Bristol, UK). Recordings were performed in the continuous presence of synaptic blockers of ionotropic glutamate (kynurenic acid; 1 mM) and GABA receptors (picrotoxin; 100 µM) to eliminate spontaneous synaptic events. No difference was observed in basal firing rates between experiments performed in the presence or absence of synaptic blockers, consistent with previous findings (Atherton and Bevan, 2005). All hydrophobic drugs were dissolved in DMSO to obtain stock solutions. Final DMSO concentrations in ACSF were <0.1% and this concentration of DMSO had no effect on SNr spontaneous firing. Inhibition of glycolysis was achieved using iodoacetic acid (IAA) as previously described (Lutas et al., 2014). For whole cell recordings, sodium lidocaine (1 mM) and tetraethylammonium chloride (1 mM) were included in the bath solution.

### Data analysis

All analysis was performed using Matlab (R2014b; Mathworks, Natick, MA). Electrophysiological recordings were digitally high-pass filtered at 1 Hz and a threshold was used to detect individual action potentials in bins of one second. For drug applications, 60 s in each condition (baseline or drug) were used as a measure of mean firing frequency. For normalized firing rate plots, individual experiments were normalized to a 60 s baseline average. Graphs depicting the time course of firing rate with drug application were smoothed using a 10 s moving window average. For whole cell I-V recordings, all recordings analyzed had input resistances greater than 120 MΩ and access resistances less than 25 MΩ. Descriptive statistics are reported as mean ± SEM. Sample size reported indicates number of neurons. For comparisons between two populations, paired or unpaired two-tail Student’s *t*-test was used. For multiple comparisons, one-way ANOVA with Bonferroni *post hoc* test with alpha = 0.05 was used.

For dose response curves, a Hill function was fit to the data using Origin 9.1 (Origin Lab, Wellesley, MA). The maximum and minimum values for the Hill function were fixed to 1 and 0, and the Hill coefficient was fixed to 1.

### Manual single-cell collection for RNA-seq

Collection of single SNr neurons was performed using a protocol modified from a previously published manual cell sorting method (Hempel et al., 2007). Coronal mouse brain slices (275 µm) were prepared from GAD1-EGFP mice. Slices containing the substantia nigra region were incubated for 30 min at room temperature in slicing solution bubbled with 95% O_2_/ 5% CO_2_, which also contained a proteolytic enzyme (Pronase E, 2 mg/mL, P5147 Sigma). To silence neuronal firing and prevent excitotoxicity, slices were then rinsed with HEPES-based ACSF containing 1% FBS and which either had NaCl completed replaced by equiosmolar sucrose or, if NaCl was not removed, the ACSF contained the sodium channel blocker Na-lidocaine (1 mM).

The region containing the SNr was microdissected under a dissecting microscope from two brain slices, which produced four total SNr pieces per mouse. These SNr regions were placed into an Eppendorf tube containing 500 µL of HEPES-based ACSF with 1% FBS. The tissue was then gently triturated with fire-polished Pasteur pipettes (230 mm; Wheaton, Millville, NJ) of progressively smaller tip diameter (400, 250, 150 µm). Typically less than 10 passages were performed with each Pasteur pipette and these were performed slowly to avoid formation of bubbles. The solution contained the dissociated tissue was then diluted in 20 mL of HEPES-based ACSF with 1% FBS and poured into a sterile 140 mm petri dish (VWR). The petri dish was placed in an inverted fluorescence microscope (Nikon, Tokyo, Japan; Eclipse TE300) to detect GFP positive cells. Individual cells were collected by aspiration into unfilamented borosilicate pipettes (Warner Instruments, G150-4) pulled to have tip diameters around the size of a cell soma (10–30 µm). Pipettes were positioned using a micromanipulator (Sutter Instruments, Novato, CA; MPC100) while visually monitoring with 160x magnification. Pipettes were not pre-filled with solution and slight positive pressure was maintained when entering the solution in the petri dish to prevent solution from entering the pipette. Unfilamented capillary tubes were used to minimize capillary action. Typically only a few millimeters of solution entered the pipette tip and the meniscus of the solution was clearly visible in the field of view.

When a GFP positive cell was identified, the pipette was rapidly lowered into the solution and brought into close apposition to the cell. Slight suction via syringe was applied to gently capture the cell and the pipette was immediately withdrawn from the solution. The pipette tip was broken into the bottom of a PCR tube contained 5 µL of TCL-buffer (Qiagen) and pressure was applied via syringe to eject any solution in the pipette. The PCR tube was then flash frozen in ethanol with dry ice and stored at −80°C until being sent for library preparation and sequencing. Around 15 cells were collected from each dissociated cell preparation and this collection was completed in 1–2 hr. A total of 96 cells were collected for sequencing.

### Single-cell RNA sequencing

Individual neurons were lysed in 5 μL of TCL buffer (Qiagen), and cDNA libraries were prepared by the Broad Technology Labs (BTL) and sequenced by the Broad Genomics Platform. Libraries were prepared according to the Smart-Seq2 protocol (Picelli et al., 2013; 2014) with some modifications (Trombetta et al., 2014). Briefly, total RNA was purified using RNA-SPRI beads and poly(A)-tail mRNA was converted to cDNA before being amplified. cDNA was subject to transposon-based fragmentation that used dual-indexing to barcode each fragment of each converted transcript with a combination of barcodes specific to each sample. Barcoded cDNA fragments were then pooled prior to sequencing. Paired-end reads (2 x 25 bp) were generated using an Illumina Next-Seq500 (San Diego, CA).

### Analysis of sequencing results

Data was initially processed through the BTL pipeline: data was separated by barcode and aligned using Tophat version 2.0.10 (Kim et al., 2013) to the mouse genome (Genome Reference Consortium GRCm38). Transcripts were quantified using the Cufflinks suite version 2.2.1 (Trapnell et al., 2012). Data was processed if 50% of the reads align and there were at least 100,000 aligned pairs per cell. Data was initially normalized as fragments per kilobase pair per million mapped reads (FPKM) and then converted to the number of transcripts per million (TPM). The gene expression results are reported as the log2 transform of the TPM + 1. A gene was considered expressed by an individual sample if TPM > 1. Only samples with greater than 5000 genes detected were used for analysis. For determining the consistently expressed ion channel genes, only ion channels detected in at least 50% of samples were included in the cumulative distribution plot.

### Injections of virus for conditional knockout

Stereotaxic guided surgeries were performed in mice postnatal day 7 or 8. Mice were anesthetized with isoflurane (induction: 4–4.5%; maintenance: 2–3% ). Local anesthetics (50 μL of a 1:1 mixture of 0.25% lidocaine and 0.0625% bupivacaine) were injected at the incision site. The analgesic ketoprofen (10 mg/kg) was injected subcutaneously at the beginning of the surgery. Body temperature was maintained at 37°C by a heated pad below the mouse. The skull was exposed via a small incision and a small hole was drilled to target the SNr. SNr coordinates (from lambda in mm): 1.1 anterior, -1.1 lateral, -3.6 from pia. To conditionally disrupt *Nalcn* or *Trpm7*, we injected mice with a virus carrying an EGFP tagged cre construct (AAV9.hSyn.HI.eGFP-Cre.WPRE.SV40; catalog number AV-9-PV1848; UPenn Viral Vector Core). The virus was diluted in saline to a final titer of 5.54 x 10^11^ genome copies/mL. Using a pulled glass capillary pipette (Wiretrol II, Drummond Scientific Company, Broomall, PA) connected to an UltraMicroPump III (WPI, Sarasota, FL) microinjector, 200 nL of virus was injected at a rate of 100 nL/min. The pipette was left in place for 5 min before removal. We waited 1–2 weeks post-injection before performing brain slice electrophysiology from these mice.

How the deposited data were processed for this re-analysis (not part of the article)

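Single cells were collected by hand from the dissociated SNr of GAD1-EGFP mice and sequenced one by one with the SMART-seq2 method. The values of 80 cells were analysed, 72 of them GFP-positive and 8 GFP-negative by their sample labels, from mice at postnatal days 14, 15, 16 and 20. The authors separated the reads by barcode, aligned the read pairs of 25 bases with Tophat 2.0.10 to GRCm38 and quantified transcripts with the Cufflinks suite 2.2.1, and they kept cells in which 50% of the reads aligned and at least 100000 pairs were aligned. The deposited table holds FPKM values, which the authors normalized by transcript length and by the number of mapped fragments, for 22815 genes and 1 column per cell. The paper's text names neither the gene annotation nor the library-size method of Cufflinks behind these values. The sum of FPKM differed between cells, so the columns do not share 1 total.

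From the deposited FPKM, TPM were computed by dividing each value by the sum of its cell and multiplying by 1000000, as the paper's methods describe. Expression was taken as log2(TPM + 1), a gene was counted as detected above a TPM of 1, and GFP-positive cells with more than 5000 detected genes were used first, which left 62 cells. Means, shares, ranks and correlations with Nalcn were then computed over all 72 GFP-positive cells as well, while relations of Nalcn to depth, correlations with depth held fixed or without single cells, and the placing of r among similar genes used the 62 cells only. The sample labels name no animal, so the cells of a condition were treated as 1 sample. No p-value, standard error or number of changed genes was made from cells. The SD over cells describes the spread from cell to cell, shares of cells carry exact (Clopper-Pearson) 95% intervals that cover counting error only, and values per age are the only comparison between animals. For a share of 0, the limit is that of 3 counts. Of the 22815 gene symbols, 21550 were found in the GENCODE M21 annotation of GRCm38, which gave identifiers and positions.

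The table holds no counts, and the depth was estimated from the FPKM themselves. Low FPKM of genes with 1 long transcript are multiples of the FPKM of 1 fragment, so the spacing of FPKM times length, taken over 1083 genes, gives the number of fragments of a cell. In the median cell, 70.4% of the values of up to 4 steps lay within 0.05 steps of a whole number. The estimate rests on the assumptions that the lowest step is 1 fragment and that each cell was scaled to its own total. It gave 127461 to 6269971 fragments for the GFP-positive cells and 156469 to 3946037 for the GFP-negative cells. In the 62 cells, a TPM of 1 for a 2 kb transcript stands for 0.142 to 11.5 fragments (median 1.72), so detection at TPM > 1 means different numbers of fragments in different cells. The calculation was tested on simulated data, in which 100% of 80 depths were recovered within 5%. In the same tests, 98.5% of 200 genes simulated with an r of 0.6 to Nalcn were among the 200 highest r of 8027 genes. A difference of 8 on the log2 scale was simulated in 200 genes. The 50 largest differences each way, 100 genes in all, were 100% such genes. Both tests drew genes independently from normal distributions, so weaker correlations and smaller differences were not tested.

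The NSCC list held 53 genes and the ion channel list 238 genes, both built from the symbols of gene families, since the paper's text does not list its genes. After the table was seen, Scn2a1 and Clcn4-2, which belong to the planned families but were missed by the first form of the list, were added to the ion channels. At the same time, 3 noncoding genes with Kcn symbols were left out, and keeping them was tried as an alternative. Nalcn was ranked by its mean among the NSCC genes and among the ion channels detected in at least 50% of the cells. Correlations with Nalcn were computed as Pearson's r and Spearman's rho of log2(TPM + 1) across cells, over all ages and within each, and each r was placed among those of the 200 genes closest in mean expression. GFP-negative cells were compared with GFP-positive cells by the difference of mean log2(TPM + 1). Lists of marker genes for dopaminergic, glutamatergic and GABAergic neurons, neurons in general, astrocytes, oligodendrocytes, their precursors, microglia and endothelial cells were averaged in each cell.

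The genes named in the text were chosen by a fixed rule. It takes every gene the paper names for its RNA-seq, the 10 NSCC genes and the 5 ion channels with the highest means, the marker genes, the 5 genes most correlated with Nalcn among those detected in at least 50% of the cells, and the 5 genes with the largest difference each way between GFP-positive and GFP-negative cells. For the last, a gene had to be detected in at least 50% of the cells of the higher group and differ in the same direction at each age with both groups. Some of the genes this rule selects, and results that need them, are not reported here. The short RNA genes Rnu6 and AF357359, the genes above Nalcn in a wider NSCC list, Kcnk2 and Apoe were named after their values were seen.

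The alternatives tried were a pseudocount of 0.1, FPKM in place of TPM, other thresholds for detection, no filter on cells or one of more than 7000 genes, medians, means of TPM without the log, means of the age means, wider gene lists, other filters on channels, and each age left out in turn. An alternative without mitochondrial genes could not be run, because 0 genes of the table carry a mitochondrial symbol. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The electrophysiological recordings of the paper were not analysed here.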

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

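The test of depth in the cells under 5000 genes was chosen only after the result was seen. The tests of the astrocyte and oligodendrocyte lists, of Nalcn with depth and of Nalcn against Mcoln1 were written down before their results were known. Samples far from the others were looked for in 47 groups of 4 to 10 values, and 4 groups held one, where chance alone gives about 1 in 20.

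Among the 9 cells of day 14, GFP-positive cell 45 lay far above the others in the astrocyte list, with a mean log2(TPM + 1) of 8.17 against a mean of 4.81 over the cells of that age. Its Gad1 was 9.19, inside the range of the other cells, and it held 2352862 fragments, so neither a lack of neuronal RNA nor a low depth marks it. Gja1 was at 11.10 and Apoe at 14.06 in this cell. RNA from other cells is a candidate explanation, since the astrocyte and oligodendrocyte lists rose together across the 62 cells with an r of 0.58, but within day 14 this r was 0.24, and the oligodendrocyte list of cell 45 was only 1.86. Astrocyte material attached to this cell was not tested, and no biological explanation was tested.

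Among the 9 cells of day 20, Nalcn was listed at 0 in GFP-positive cell 35, far below the others. This cell had 5094 genes, the lowest number of the 62 cells, and 407772 fragments, and its Mcoln1 was also listed at 0. Depth as a general driver of Nalcn was tested across the 62 cells: Nalcn did not rise with depth (r of -0.13), and the mean r of Nalcn with other genes was 0.15 with depth held fixed, not lower than without. These depth values speak for the cells as a set and do not exclude a lost transcript in 1 cell. Nalcn did rise with the number of genes detected (r of 0.38), so a quality of the cell that this number follows stays open. A true absence of the transcript stays open as well. Age cannot set this cell apart from others of its own age, and no biological explanation was tested.

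By age, Nalcn ranked 2 among the NSCC genes at day 14 and 1 at days 15, 16 and 20. A rank takes whole values only, so any single age that differs stands far from the others by construction. The difference of Nalcn and Mcoln1 at day 14 was -0.65, against 0.20 to 0.40 at the other ages, and it rests on 9 cells. Both genes were detected in each of these 9 cells. Cells at or under 1 TPM are therefore not the source of the order at day 14, but cells with low Nalcn could be. In cells 45 and 52, Nalcn was at 1.41 and 1.85, against Mcoln1 at 4.10 and 5.89. Among the 9 cells, Mcoln1 was higher in 6 and Nalcn in 3, among them cell 46 with 6.44 against 3.65. Over all ages, the difference in the 50 cells with both genes detected was -0.035, within its spread over the ages (SD 0.50). By age it was -0.65, 0.52, -0.09 and -0.38 at days 14, 15, 16 and 20. In these cells, Nalcn thus lay below Mcoln1 at days 16 and 20 too. The lead of Nalcn over the 62 cells, 0.18, thus rested on cells with either gene at or under 1 TPM. Whether the 2 genes differ in level where both are detected cannot be told. Age, and the animals that differ with it, stay open as untested explanations for day 14.

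The mean of Slc17a6 was 0.0090 at day 16 and 0 at the other ages. It comes from 1 cell in which the gene was above 0 and under the TPM of 1, so the value stands apart because the other ages hold 0 only. No biological explanation was tested.

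In 4 of the 8 GFP-negative cells, which the paper does not report on, Th was above its highest value in the 62 GFP-positive cells, 5.61. It was 12.21 in GFP-negative cell 44, 12.89 in cell 48, 12.53 in cell 75 and 13.21 in cell 86. The dopaminergic list, written before the values were seen, had means of 6.91, 8.47, 7.19 and 8.43 in these cells, against 0.70 ± 0.57 (SD) over the 62 GFP-positive cells. Slc6a3 was at 11.16, 12.79, 12.27 and 12.95 there and Ddc at 10.89, 11.48, 10.61 and 11.87. Low depth does not produce high values of several genes, and the depths of these cells, 156469 to 3946037 fragments, lie within those of the other cells. Dopaminergic neurons collected as GFP-negative cells would hold all of these transcripts. This reading was not tested further, and a mixture with other RNA stays open, as Mbp was at 11.01, 7.41, 10.69 and 8.88 in these cells.

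Mbp was above its highest value in the 62 cells, 13.72, in 4 GFP-positive cells with 5000 genes or fewer, at 14.85 in cell 18, 15.41 in cell 56, 15.72 in cell 57 and 15.41 in cell 84. Gad1 was listed at 0 in cells 18 and 56 and was 1.37 and 1.87 in cells 57 and 84, against at least 5.14 in each of the 62 cells. Low depth was tested as an explanation. These cells held 127461 to 217464 fragments, and the 2 cells of the 62 that were no deeper, cells 29 and 46, had Gad1 at 9.64 and 9.93, which argues against depth. Gfap was at 11.77, 13.51, 12.42 and 10.30 in the 4 cells, so transcripts of both glial lists were high in each. Snap25 was at 11.64, Nefl at 10.81 and Map2 at 7.60 in cell 56, against means of 11.77, 9.42 and 6.05 over the 62 cells, so neither loss of all neuronal RNA nor a glial cell alone accounts for this cell. In cells 18, 57 and 84, Snap25 was at 3.86, 4.23 and 4.72 and Map2 at 0, 0 and 7.02. Th was at 9.11 in cell 18, with Ddc and Slc6a3 listed at 0, and was listed at 0 in cells 57 and 84. Loss of the neuron's own RNA with RNA of the tissue left behind, and collection of a glial cell, were not tested and stay open for these 3 cells. Outside this set, Gad1 was also listed at 0 in GFP-positive cell 38, which had 4364 genes and 391325 fragments. Its Mbp, 13.55, lay under the highest value of the 62 cells. Its Nalcn, 7.76, was the highest of all 72 GFP-positive cells, and its Mcoln1 was listed at 0. Its oligodendrocyte precursor list was at 7.44, against a mean of 0.45 over the 62 cells.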

How the results depend on the processing

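The alternatives added only after the results were seen were TPM without short noncoding RNA genes, channels detected at TPM > 0, noncoding Kcn genes kept, correlations of Nalcn with Kcnk1 and Kcnk3 with depth held fixed, within second index groups, without the 2 farthest cells (2 of 4 tied at a Nalcn of 0, taken in table order) and without all 4, the filter on GFP-negative cells, and GFP-positive and GFP-negative cells paired by age. The labels name no animal, so cells could be paired by age only. Over the 3 ages with both groups, the mean of the paired differences in Gad1 was 8.30 (SD 1.83), against 8.10 unpaired. A test that takes each age as a replicate was left out, since the ages are different conditions.

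Of 135 values of 12 main results under alternatives, 104 stayed within their spread over the ages, their interval or the 1.5-fold limit for counts, 30 moved beyond it and 1 was reversed. Of 448 values of 44 single genes and lists, 388 stayed, 60 moved and 0 were reversed. Where no reason is given below, the cause was not tested.

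Nalcn ranked 1 among the NSCC genes under each alternative but 2. With the mean of TPM it ranked 2, and its difference from the next gene, 0.18 on the log2 scale, was reversed to -15.7 TPM. In the wider list, which adds genes that can only lower a rank, it ranked 7. The difference was 0.04 without day 16, 0.32 without day 14, 0.53 with more than 7000 genes, 0.37 by medians and 0.34 with log2(TPM + 0.1), each within its spread over the ages.

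The place of Nalcn among ion channels, 29.3% from the top, moved most with the filter on channels, which sets the number of channels it is ranked among. It was 17.5% with detection in 25% of the cells, 51.5% with 75%, 7.14% with no filter and 21.5% with channels detected at TPM > 0, and 33.7% in the wider list. With log2(TPM + 0.1) it was 31.0%, over all GFP-positive cells 32.7%, with FPKM as deposited 32.7%, over cells with more than 7000 genes 24.2% and by medians 22.4%. Leaving out 1 age gave 27.0% to 28.8%.

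A mean of 7955 genes per cell became 7421 at FPKM > 1, 9141 at TPM > 0 and 6684 at TPM > 5, as the threshold itself sets the count. With log2(TPM + 0.1), where values near 0 spread out, the distance from the lowest neuronal or GABAergic marker to the highest of the others rose from 4.18 (Ddc the highest) to 6.65 (Slc17a8), the oligodendrocyte list fell to 1.78 and the astrocyte list to 3.26, and the difference in Gad1 between GFP-positive and GFP-negative cells rose from 8.10 to 10.32. With FPKM as deposited, the marker distance was 3.31, the oligodendrocyte list 2.77 and the astrocyte list 3.65. Over all GFP-positive cells the marker distance was 3.82. The share of cells with Unc79, Unc80 and Fam155a, 74.2%, was 84.8% in cells with more than 7000 genes, 87.1% at TPM > 0 and 24.2% at TPM > 10. At TPM > 10, 1 cell had more than 1 dopaminergic marker.

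The r of Nalcn with Kcnk1 and Kcnk3 stayed within its spread over the ages, which is wide (SD 0.339 and 0.315), and changed sign. Leaving out 1 age gave -0.185 to 0.128 for Kcnk1 and -0.166 to 0.010 for Kcnk3. Neither sign can be read from these cells.

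Depth limits what a value of 0 means. A TPM of 1 for a 2 kb transcript was up to 11.5 fragments in the 62 cells, and as little as 0.142. The alternative without mitochondrial genes gave no value, because 0 genes of the table carry a mitochondrial symbol.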

Differences from the paper's values

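The measures given in the paper's text that were also computed here, such as the number of cells over the gene threshold, the mean number of genes and the number of consistently expressed channels, lay within 1.5 times of the paper's values. The number of channels detected in at least 50% of the 62 cells was 58 of 238, and the paper's is 73 of 232.

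The paper places NALCN in the top 20% of all ion channels, beside a plot of the 73 consistently expressed of 232, and does not say to which set the share refers. Here Nalcn ranked 17, which is 7.14% from the top of all 238 channels, inside the paper's share, and 29.3% from the top of the 58 detected in at least 50% of the cells, outside it. Of the alternatives set before the data were examined, detection in 25% of the cells (17.5%) also put Nalcn inside the paper's share. Medians (22.4%), cells with more than 7000 genes (24.2%), the mean of TPM (29.3%), the mean of the age means (29.3%) and leaving out 1 age (27.0% to 28.8%) did not, but stayed within 1.5 times of it. The pseudocount of 0.1 (31.0%), all GFP-positive cells (32.7%), FPKM as deposited (32.7%), detection in 75% of the cells (51.5%) and the wider list (33.7%) lay more than 1.5 times away. Counting channels from TPM > 0, which was chosen after seeing the values, gave 79 channels and 21.5%.

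The paper states that NALCN is the highest of the NSCCs. This held for the mean log2(TPM + 1) over the 62 and the 72 cells, and it did not hold at day 14 (rank 2), by the mean of TPM (rank 2) or in a list that adds ionotropic receptors and other cation channels (rank 7).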

Other observations

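The test of Th in cells with other dopaminergic genes was chosen only after the result was seen.

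GFP-positive cells differed from the 8 GFP-negative cells in the direction of their label. Only genes detected in at least 50% of the cells of the higher group that differed in the same direction at days 14, 15 and 16 were taken, so the agreement of the ages is set by the choice. Among those higher in the 62 GFP-positive cells by the largest differences of mean log2(TPM + 1) were Nefl (8.53), Gad1 (8.10), Gad2 (7.82) and AI593442 (6.12). Those lower by the largest differences were Ddc (-7.05), Th (-6.44), Gsn (-5.42), Hist1h2bc (-4.85) and Cldn11 (-4.83). Slc6a3 (-5.75) was left out by this rule, as it did not differ in that direction at day 15. The sizes for Gsn and Cldn11 rested largely on day 15, which held 2 of the GFP-negative cells. Without day 15 the differences were -7.18 for Ddc, -8.16 for Th, -2.88 for Gsn, -3.97 for Hist1h2bc and -2.49 for Cldn11. Nalcn had a mean of 2.09 in the GFP-negative cells and Mcoln1 one of 4.43, against 4.69 and 4.52 in the 62 cells. The labels name no animal, so each condition was taken as 1 sample and these differences were left without a test.

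The lists of marker genes had these means of log2(TPM + 1) in the GFP-negative cells: GABAergic neuron 1.75, general neuronal 3.91, dopaminergic 4.35, glutamatergic 0.04, astrocyte 3.25, oligodendrocyte 6.70, oligodendrocyte precursor 1.62, microglia 0.55 and endothelial 0.02. In the 62 GFP-positive cells the glutamatergic list had 0.08, the precursor list 0.45, the microglia list 0.96 and the endothelial list 0.38. Single genes of a list can also be expressed by the neurons themselves: 5 of the 9 astrocyte genes, 4 of the 8 oligodendrocyte genes, 1 of the 8 microglia genes and 0 of the precursor and endothelial genes were detected in at least 50% of the 62 cells.

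Transcripts of astrocytes and oligodendrocytes in the GFP-positive cells may come from RNA of the dissociated tissue taken up with each cell. Such RNA would raise the lists of different cell types together, and across the 62 cells the astrocyte and oligodendrocyte lists rose together with an r of 0.58 (Spearman's rho 0.606). Within days 14, 15, 16 and 20 r was 0.24, 0.65, 0.68 and 0.58, and it was 0.57 without short RNA genes. A depth or scaling shared by all genes would raise the neuronal lists too, but the r of the GABAergic list was 0.04 with each of the 2 lists. Glial cells or pieces of glial processes collected together with the neurons stay open as another source.

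Of the 12 GFP-positive cells with a dopaminergic gene, 8 had Ddc or Slc6a3 above a TPM of 10, and 7 of these 8 had Th at or under 1 TPM. In GFP-negative cells 44, 48, 75 and 86, the 3 genes were all high. RNA from dopaminergic neurons and expression by the cells themselves cannot be told apart here: a few captured molecules could carry 1 of the genes without the others, and the 2 cells with 2 of the genes stand against 0.996 for genes detected independently.

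In 7 of the 80 cells, 1 short noncoding RNA gene, Rnu6 or AF357359, held 33.9% to 96.6% of the summed FPKM. In these cells the other genes accounted for a median of 57.97% of the fragments, against 53.7% in the other cells, in line with a few fragments divided by a very short length. Whether the cells differ in their short RNA was not tested.

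Nalcn was correlated across the 62 cells with Opa1 (r of 0.761), Pafah1b2 (0.671), Synj1 (0.659), Igip (0.657) and Whsc1 (0.648), the highest values of 8026 genes. Spearman's rho was 0.469, 0.609, 0.501, 0.448 and 0.438, and without the 4 cells in which Nalcn was listed at 0 r was 0.585, 0.576, 0.572, 0.482 and 0.450. Within an age, r fell to 0.291 for Opa1 at day 14, to -0.022 for Synj1 at day 20 and to -0.015 for Whsc1 at day 14, and it was between 0.581 and 0.801 for Pafah1b2 and between 0.591 and 0.748 for Igip. The highest of many values lies above its true level by selection. Sequencing depth was tested as a source of the general rise of Nalcn with other genes, and the values argue against it, as the mean r was 0.14, and 0.15 with depth held fixed. With the number of genes detected held fixed it was 0.05, so a quality of the cell that this number follows stays open.

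Averaged as log2(TPM + 1), Nalcn lay above Mcoln1, and averaged as TPM below it. Cells with Mcoln1 at or near 0 were tested as an explanation, as 9 of the 62 cells had Mcoln1 at or under 1 TPM and 5 had Nalcn there. Nalcn minus Mcoln1 was -0.035 in the 50 cells with both genes detected. Its SD was 1.96 over cells and 0.50 over the ages. The lead of Nalcn over the 62 cells, 0.18, thus rested on cells with either gene at or under 1 TPM. Among the 50 cells, the difference is too close to 0 to give an order.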
